# Noncoding variants alter GATA2 expression in rhombomere 4 motor neurons and cause dominant hereditary congenital facial paresis

**DOI:** 10.1038/s41588-023-01424-9

**Published:** 2023-06-29

**Authors:** Alan P. Tenney, Silvio Alessandro Di Gioia, Bryn D. Webb, Wai-Man Chan, Elke de Boer, Sarah J. Garnai, Brenda J. Barry, Tammy Ray, Michael Kosicki, Caroline D. Robson, Zhongyang Zhang, Thomas E. Collins, Alon Gelber, Brandon M. Pratt, Yuko Fujiwara, Arushi Varshney, Monkol Lek, Peter E. Warburton, Carol Van Ryzin, Tanya J. Lehky, Christopher Zalewski, Kelly A. King, Carmen C. Brewer, Audrey Thurm, Joseph Snow, Flavia M. Facio, Narisu Narisu, Lori L. Bonnycastle, Amy Swift, Peter S. Chines, Jessica L. Bell, Suresh Mohan, Mary C. Whitman, Sandra E. Staffieri, James E. Elder, Joseph L. Demer, Alcy Torres, Elza Rachid, Christiane Al-Haddad, Rose-Mary Boustany, David A. Mackey, Angela F. Brady, María Fenollar-Cortés, Melanie Fradin, Tjitske Kleefstra, George W. Padberg, Salmo Raskin, Mario Teruo Sato, Stuart H. Orkin, Stephen C. J. Parker, Tessa A. Hadlock, Lisenka E. L. M. Vissers, Hans van Bokhoven, Ethylin Wang Jabs, Francis S. Collins, Len A. Pennacchio, Irini Manoli, Elizabeth C. Engle

**Keywords:** Neurodevelopmental disorders, Neurological disorders, Neurogenesis, Transcriptomics, Gene regulation

## Abstract

Hereditary congenital facial paresis type 1 (HCFP1) is an autosomal dominant disorder of absent or limited facial movement that maps to chromosome 3q21-q22 and is hypothesized to result from facial branchial motor neuron (FBMN) maldevelopment. In the present study, we report that HCFP1 results from heterozygous duplications within a neuron-specific *GATA2* regulatory region that includes two enhancers and one silencer, and from noncoding single-nucleotide variants (SNVs) within the silencer. Some SNVs impair binding of NR2F1 to the silencer in vitro and in vivo and attenuate in vivo enhancer reporter expression in FBMNs. *Gata2* and its effector *Gata3* are essential for inner-ear efferent neuron (IEE) but not FBMN development. A humanized HCFP1 mouse model extends *Gata2* expression, favors the formation of IEEs over FBMNs and is rescued by conditional loss of *Gata3*. These findings highlight the importance of temporal gene regulation in development and of noncoding variation in rare mendelian disease.

## Abstract (web summary)

*GATA2* regulatory mutations are associated with hereditary congenital facial paresis in humans. A genetically engineered mouse model recapitulates the human phenotype, showing altered neuron-specific *Gata2* expression and a bias in formation of inner-ear efferent neurons over facial branchial motor neurons.

## Main

The noncoding human genome contains *cis*-regulatory elements (cREs) that can be bound by transcription factors (TFs) and act as cell-type-specific enhancers or silencers to define complex gene regulatory programs^1–3^. Recent advances have revealed that cRE variants may cause rare disease^4–6^; however, determination of the precise mechanism is difficult due to the need to study cREs in their relevant cellular and temporal context. Such studies are particularly challenging for developmental disorders where the fate of a small number of progenitors is defined by dynamic transcriptional states^7–13^.

HCFP1 is a rare autosomal dominant disorder of absent or limited facial movement that was mapped to a 3-cM region of chromosome 3q21.2–22 (refs. ^14,15^). Neuropathology revealed a decreased number of FBMNs and facial nerve hypoplasia^16^. Sequencing of genes in the critical region, including *GATA2*, did not identify pathogenic coding variants^17^.

In the present study, we report that HCFP1 results from noncoding variants within a cell-type-specific *GATA2* regulatory region. We identified two adjacent clusters of noncoding SNVs that alter a conserved cRE (cRE2) and overlapping tandem duplications of cRE2 and the adjacent *GATA2* enhancers, cRE1 and cRE3. We demonstrate that one cRE2 SNV cluster impairs binding of nuclear receptor subfamily 2 group F member 1 (NR2F1; COUP-TF1) and attenuates its repressive activity in a cell-specific manner. We show that GATA2, and its downstream effector GATA3 (refs. ^18,19^), are necessary to differentiate rhombomere 4 motor neurons (r4MNs) to IEEs but are dispensable for FBMN development. By contrast, a humanized cRE1 duplication mouse has ectopic expression of *Gata2* in developing FBMNs and this phenotype is rescued by genetically ablating *Gata3*. This mechanism highlights the importance of tight temporal control of TF expression in a cell-type-specific manner during development and supports whole-genome sequencing (WGS) to identify noncoding variation underlying rare Mendelian disorders.

## Results

### Tandem duplications and noncoding SNVs at the HCFP1 locus

We enrolled families and simplex cases with nonsyndromic congenital facial paresis (CFP, cohort 1 US-based study) and performed genome-wide single-nucleotide polymorphism (SNP) analysis and whole-exome sequencing (WES) in two large dominant pedigrees, family 1 (Fam1) and family 9 (Fam9; Fig. 1a). SNP-based multipoint parametric linkage analysis assumed autosomal dominant inheritance and full penetrance yielded maximum lod (logarithm of odds) scores suggestive of linkage at an overlapping 63-Mb chr3 region encompassing the previously reported HCFP1 locus^14,15^ (Fig. 1b and Extended Data Fig. 1a). WES analysis did not identify pathogenic coding variants within the suggestive regions of linkage in either family. To identify HCPF1 variants, we performed WGS from members of Fam1, Fam9 and seven additional HCFP pedigrees in cohort 1 (two vertical, one horizontal transmission and four simplex cases). Structural variation analysis^20^ revealed 31-kb and 20-kb overlapping tandem duplications within the HCPF1 locus in Fam1 and Fam2 (de novo), respectively (Fig. 1a,b and Extended Data Fig. 1b,c). We next analyzed WGS for SNVs or indels (insertions and deletions) within the Fam1/Fam2 ~18-kb minimum duplication region. Fam3, Fam7 and Fam9 each harbored a unique SNV within an ~270-bp, noncoding, conserved element (chr3:128,178,158–128,178,397; GRCh37/hg19). We resequenced and conducted double droplet PCR (ddPCR) of this element in the remaining cohort 1 probands: 2 pedigrees with vertical transmission, 4 sibling pairs and 31 simplex cases. SNVs were identified in dominant Fam4 and Fam8 and simplex Fam5 (de novo) and Fam6 (Fig. 1a,c and Extended Data Fig. 1d–f).

**Fig. 1:**
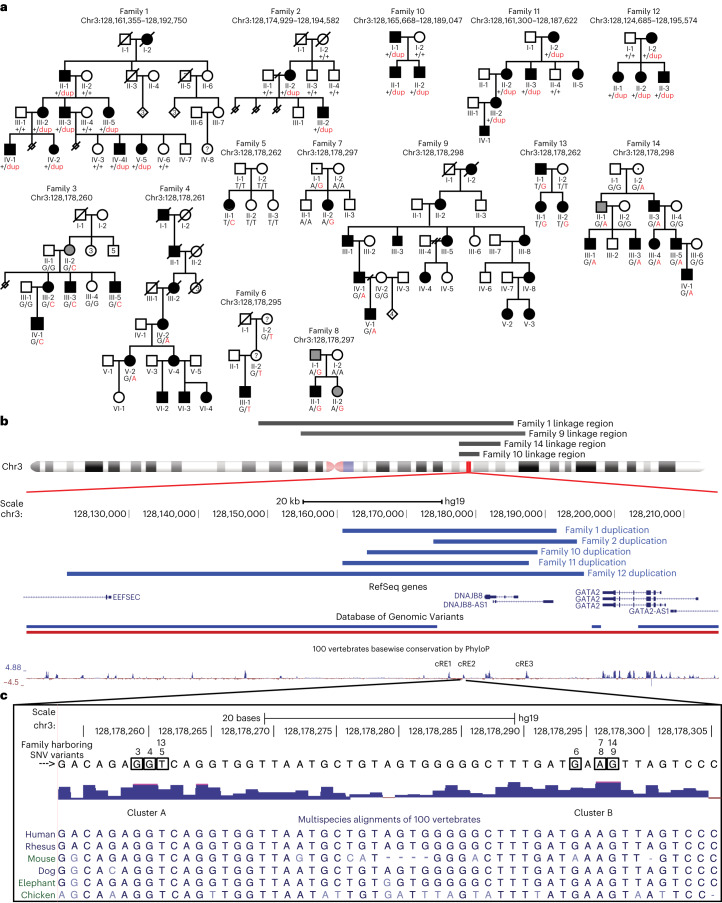
Tandem duplications and noncoding heterozygous variants segregate with HCFP1. **a**, Pedigrees of families 1–14. Above each pedigree is the chromosomal location of its CFP-causing variant. Below each individual is the pedigree position and, for participating individuals, the genotype for the variant allele (abbreviated pedigree is shown for Fam10, see ref. ^15^, and for Fam14, see ref. ^14^). For Fam1, -2 and -10 to -12, the WT allele is denoted by a black ‘+’ and the duplication allele by a red ‘dup’. For Fam3–9, -13 and -14, the WT and variant nucleotides are denoted by black and red letters, respectively. Squares show males, circles females; black fill shows affected and gray fill shows self-reported, unaffected but mild facial weakness on examination; and dotted square or circle shows nonpenetrant phenotype. **b**, Schematic genomic representation based on UCSC (University of California, Santa Cruz) Genome Browser output. Gray horizontal bars above chr3 ideogram denote previously reported HCFP1 linkage regions (chr3:127,454,048–130,530,963, all human coordinates are from GRCh37/hg19) (refs. ^14,15^) for Fam10 and Fam14, and regions consistent with linkage for Fam1 and Fam9 (63 Mb minimum overlap chr3:76,924,329–140,632,237). Under the ideogram are: GRCh37/hg19 nucleotide positions; thick blue horizontal bars denoting Fam1, -2 and -10 to -12 overlapping duplications; genes in the region; structural variants in the DGV (blue duplications, red deletions); and conservation based on the PhyloP score. Hg19 genomic coordinates are: *GATA2* (chr3:128,198,270–128,212,044), cRE1 (chr3:128,176,017–128,176,396), cRE2 (chr3:128,178,158–128,178,397) and cRE3 (chr3:128,187,090–128,187,620). **c**, Magnification of the sequence and multispecies alignment of the cRE2-conserved region harboring all seven SNVs. The WT nucleotide of each SNV is boxed with the family ID harboring an SNV indicated above the box. The two clusters of variants lie 32 bp apart and are labeled ‘Cluster A’ and ‘Cluster B’. Multispecies alignment reveals, in mice, a 4-bp deletion between Cluster A and Cluster B, and lack of conservation of the Fam6 variant. See also Extended Data Figs. 1 and 2.

Cohort 2 (Europe-based study) included the two pedigrees that originally defined the HCFP1 locus^14,15^, in whom we identified a 23-kb tandem duplication in Fam10 and an SNV in Fam14. WGS analysis of 14 additional probands in cohort 2 (4 vertical, 2 horizontal, 2 unknown transmission and 6 simplex cases) identified variations that segregated with affected individuals in three dominant pedigrees: duplications were detected in Fam11 and Fam12 and an SNV was detected in Fam13 (Fig. 1a–c and Extended Data Fig. 1b,e,f).

Each copy number variant (CNV) was fully penetrant and breakpoints were confirmed (Fig. 1a,b and Extended Data Fig. 1e). The five overlapping duplications defined a 12.7-kb minimum region (chr3:128,174,929–128,187,620) absent from the Database of Genomic Variants (DGV)^21^ and gnomAD (v.2.1.1) (ref. ^22^). Fam2 and Fam10–12 had breakpoint microhomology, suggesting that they originated by replication-based, microhomology-mediated repair^23,24^, whereas Fam1 had a three-nucleotide base-pair insertion (GAA) at the breakpoint (Extended Data Fig. 1e).

All seven SNVs fall within a conserved noncoding region and alter six highly conserved nucleotides located in two clusters (Fig. 1a and Extended Data Fig. 1f). Cluster A variants alter three adjacent nucleotides whereas Cluster B variants alter three of four adjacent nucleotides (Fig. 1c). Six SNVs are absent from gnomAD and other public databases, including chr3:128,178,298G>A, which appears to have risen independently in Fam9 and Fam14 (Extended Data Fig. 1b). By contrast, Fam7 and Fam8 share a rare ancestral haplotype flanking chr3:128,178,297A>G (Extended Data Fig. 1b), a variant present in six gnomAD v.3.1.2 individuals (rs987263273, minor allele frequency = 4 × 10^−5^). Although Cluster A variants were fully penetrant, Cluster B variants in Fam7, Fam14 and possibly Fam6 had reduced penetrance.

### HCFP1 facial weakness is a neurogenic disorder

We examined a subset of participants to determine whether SNVs and duplications resulted in similar phenotypes. Among the 37 variant-positive participants with detailed phenotypic documentation, 2 were clinically unaffected and 4 had mild weakness but considered themselves unaffected (Fig. 1a and Supplementary Table 1). These six individuals all harbor SNVs, suggesting that SNVs can cause a milder phenotype. Among the 35 participants with visible facial weakness, 83% (29 of 35) had bilateral weakness, which was typically asymmetrical with regard to both sidedness and upper versus lower face, and facial nerves (cranial nerve VII) were hypoplastic on magnetic resonance imaging (MRI; Fig. 2a–q). Electromyography, nerve conduction studies, blink studies, acoustic stapedial reflex testing and auditory brainstem response studies were consistent with facial nerve neuropathy in the seven participants tested (Supplementary Clinical Note and Supplementary Tables 1 and 2). Thus, HCFP1 is neurogenic^16^ and both SNVs and duplications cause nonsyndromic, mild-to-moderate severity CFP, supporting a shared neurodevelopmental mechanism.

**Fig. 2:**
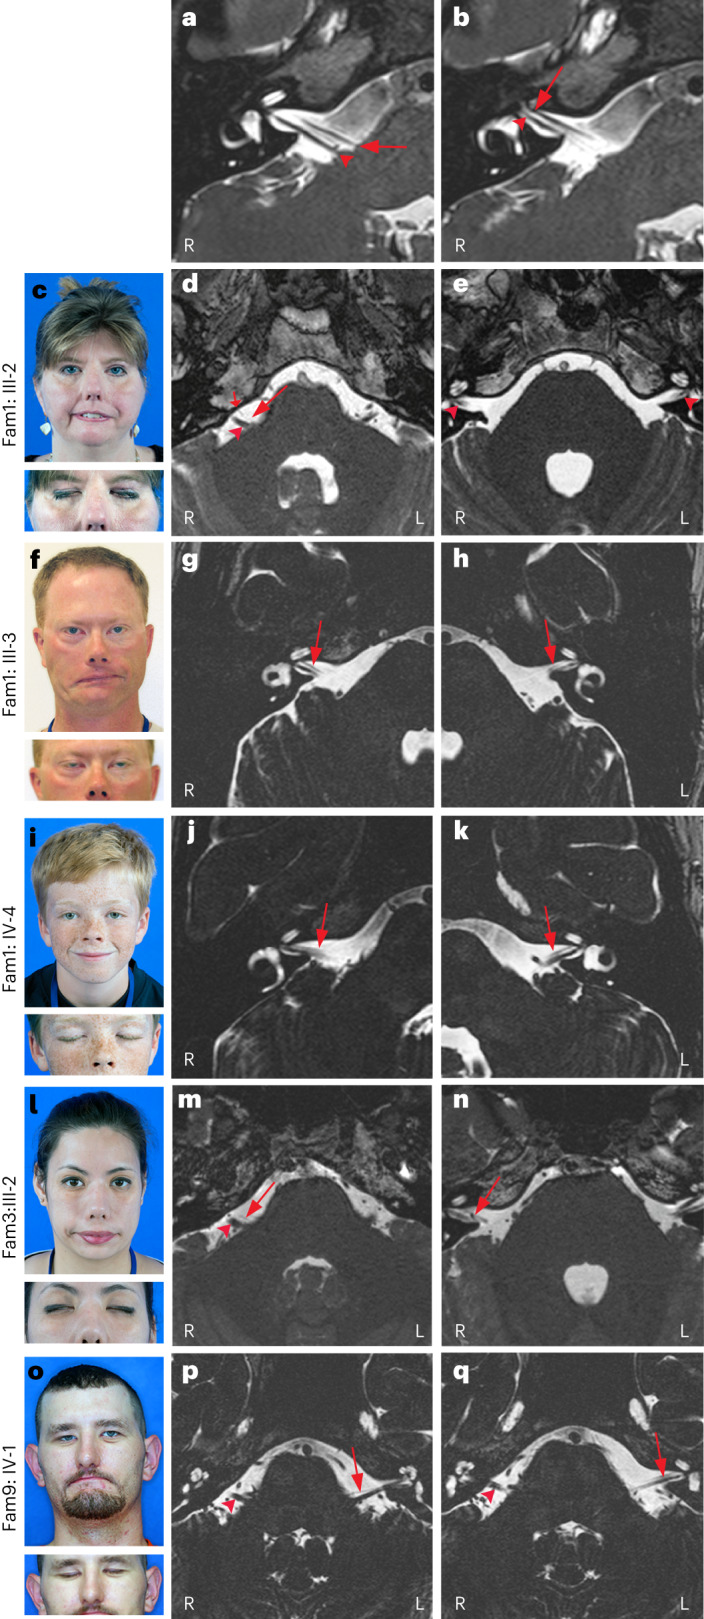
HCFP1 phenotype and facial nerve MRI. **c**,**f**,**i**,**l**,**o**, Photos of affected individuals attempting to smile (top) and close eyes (bottom) highlighting facial weakness (FW), lagophthalmos, absent forehead wrinkles and nasolabial folds, asymmetrical smile, upturned nasal tip and slit-like nares. **a**,**b**,**d**,**e**,**g**,**h**,**j**,**k**,**m**,**n**,**p**,**q**, MR images of facial nerve (VII, arrows) and vestibulocochlear nerve (VIII, arrowheads) in normal and HCFP1 individuals. R, right side; L, left side. **a**,**b**, Normal VII anatomy at the level of the right internal auditory canal (IAC) demonstrates origin and cisternal segments of right VII coursing parallel and ventral to VIII (**a**) and, more laterally, the right VII coursing through the IAC ventral to the superior vestibular branch of VIII (**b**). **c**–**e**, Fam1: III-2, L > R: FW, mild left lagophthalmos (**c**); markedly hypoplastic right and absent left VII (short arrow: anterior inferior cerebellar artery) (**d**); and VII not visualized within the IACs (**e**). **f**–**h**, Fam1: III-3, R > L: FW, bilateral lagophthalmos despite gold weight insertions (**f**); mild right VII hypoplasia (**g**); and left IAC narrowed, left VII markedly hypoplastic (**h**). **i**–**k**, Fam1: IV-4: asymmetrical R > L FW with good eyelid closure (**i**); and bilateral R > L VII hypoplasia (**j**,**k**). **l**–**n**, Fam3: III-2: bilateral L > R FW, R > L lagophthalmos (**l**); markedly hypoplastic right VII cisternal segment (**m**); mildly hypoplastic right VII IAC segment (**n**); and absent left VII cisternal segment (**m**,**n**). **o**–**q**, Fam9: IV-1: L > R FW, minimal lagophthalmos (**o**); right VII cisternal segment not visible; hypoplastic left VII cisternal and IAC segments (**p**,**q**).

### Variants alter cREs within a *GATA2* regulatory region

All five CNVs duplicate highly conserved noncoding regions that we refer to as cRE1, cRE2 and cRE3 located 3′ of *GATA2* and flanking *DNAJB8*. All seven SNVs are located within cRE2 (Fig. 1b,c and Extended Data Fig. 2a). *GATA2* encodes a pleiotropic TF that regulates numerous genes critical for embryonic development and neuronal cell fate^25,26^ and haploinsufficiency results in blood and immune disorders. Multiple cREs contribute to regulation of *GATA2* expression in the blood, kidney and brain^27,28^. Among these, cRE1 and cRE3 function as enhancers and drive β-galactosidase expression in mice in a pattern recapitulating native *Gata2* expression, including in r4 of the developing hindbrain^29^. Examination of published data^1,30,31^ (Extended Data Fig. 2b) reveals that *GATA2*, but not *DNAJB8*, is transcribed in many cell types. The cRE1–3 overlaps with regions of chromatin open only in neuroblastoma cell lines, where *GATA2* is also transcribed. Published chromatin immunoprecipitation sequencing (ChIP-seq) experiments in neuroblastoma lines show binding of GATA2 and GATA3 to cRE1 and cRE3, but not cRE2 (Extended Data Fig. 2c)^1,32^. These data highlight co-regulation and cell-type specificity of cRE1–3 and support them as part of a *GATA2* regulatory region in human neuroblastoma cell lines and in mice^29,33^.

### *Gata2* and *Gata3* are regulators of IEE but not FBMN fate

The overall organization of the developing and mature facial nucleus is conserved between mice and humans^34^ (Fig. 3a). In mice, *Hoxb1* expression begins at approximately embryonic day 8.5 (~E8.5) and determines the identity of hindbrain r4 (refs. ^19,35^). FBMNs are born in the r4 ventricular zone between ~E9 and E12 and migrate caudally to r6 (refs. ^36,37^), while simultaneously extending axons into the periphery to form the facial nerve that innervates facial muscles^36–39^. FBMNs share their ventricular zone origin with a second population of r4 cholinergic ‘motor neurons’ (r4MNs), the IEEs. IEEs migrate laterally or contralaterally within r4, dividing into ventral olivocochlear neurons (OCNs) that modulate auditory gain and focus and dorsal vestibular efferent neurons (VENs) that may reduce sensitivity to self-induced head movements^40,41^.

**Fig. 3:**
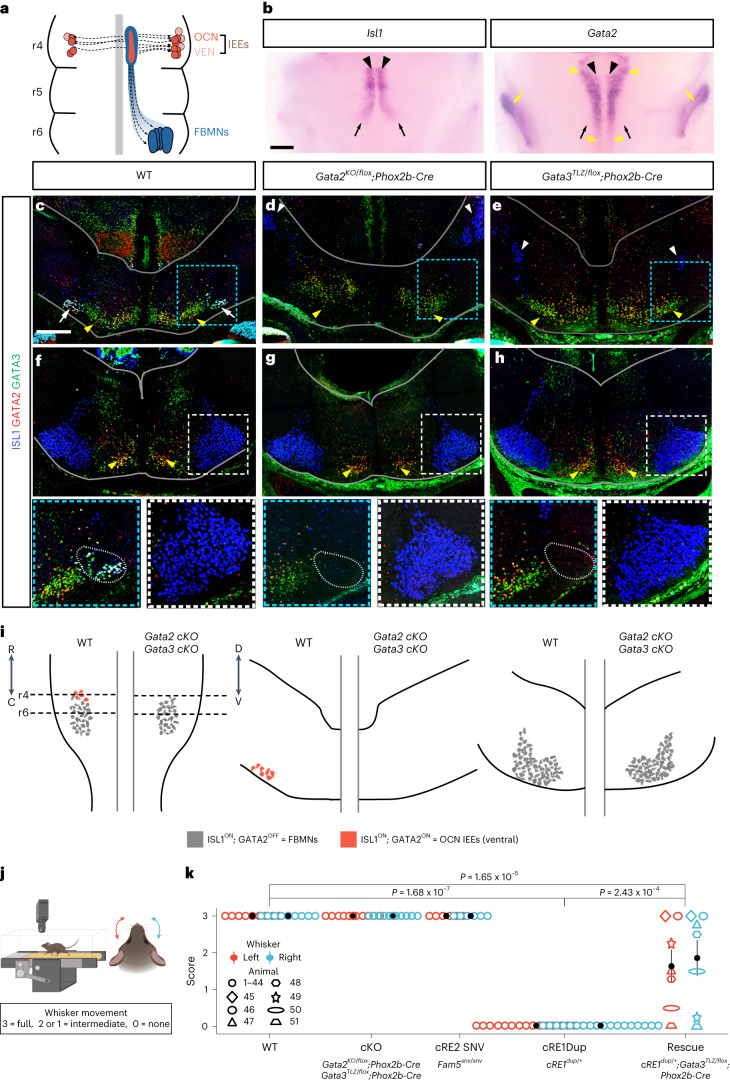
Conditional loss of *Gata2* or *Gata3* prevents IEE development but does not impede FBMN development. **a**, Migration schema of OCN (orange) and VEN (pink) IEEs and FBMNs (blue). **b**, E11.5 whole-mount *Isl1* and *Gata2* in situ hybridization: r4MN progenitor zone (black arrowheads), caudally migrating FBMNs (black arrows), parasagittal interneuron column (yellow arrowheads), developing inner ear (yellow arrows) (*n* = 3 WT, 10 *cRE1*^*dup/+*^ embryos). Scale bar, 200 μm. **c**–**h**, ISL1 (blue), GATA2 (red) and GATA3 (green) immunofluorescence on E14.5 WT (**c**,**f**), conditional *Gata2*^*KO/flox*^;Phox2b-Cre^+^ (**d**,**g**) and *Gata3*^*tlz/flox*^;Phox2b-Cre^+^ (**e**,**h**) KO hindbrains at r4 (**c**–**e**) and r6 (**f**–**h**). White arrows show OCN IEEs, yellow arrowheads show interneurons and the white arrowhead shows the trigeminal motor nucleus. Blue (r4) and white (r6) boxed regions are magnified below with a dotted oval denoting OCN IEE location (*n* = 3 (**c**,**f**), 6 (**d**,**g**) and 3 (**e**,**h**)). The borders of the hindbrain are outlined in gray. Scale bar, 200 μm (**c**) and applies to **c**–**h**. **i**, Schematics of E14.5 hindbrain cytoarchitecture based on **c**–**h** as viewed ventrally (left) and in cross-section at the level of r4 (middle) and r6 (right) in WT (left side of each schema) and *Gata2* or *Gata3* cKOs (right side of each schema). ISL1^ON^;GATA2^ON^ IEEs (orange neurons) were absent from cKOs whereas ISL1^ON^;GATA2^OFF^ FBMNs (gray) appeared normal. **j**, Whisking assay schematic. **k**, Whisker movement assessment. Both left and right whiskers scored 3 for all WT (*n* = 5 male (M), 4 female (F), *Gata2*^*KO/flox*^;Phox2b-Cre^+^ (*n* = 2 M, 3 F), *Gata3*^*tlz/flox*^;Phoxb2-Cre^+^ (*n* = 2 M, 4 F) and *cRE2 Fam5*^*snv/snv*^ (*n* = 2 M, 4 F) mice). Both left and right whiskers scored 0 for all *cRE1*^*dup/+*^ mice (*n* = 8 M, 10 F). Of the *cRE1*^*dup/+*^;*Gata3*^*tlz/flox*^;Phox2b-Cre^+^ rescue mice (*n* = 1 M, 6 F), 2 had full (3) and 1 had no (0) whisker movement bilaterally, whereas the remaining 4 had intermediate movement (0 < *x* < 3). Pairwise, two-sided Bonferroni’s corrected Wilcoxon’s test (*P* values as shown). The filled circle shows mean and the error bar the s.e.m. Schemas in **j** were created with BioRender.com.

*Gata2* is expressed in r4 as early as E8.5 (ref. ^19^) and has been proposed to work through *Gata3* to regulate IEE and FBMN development under the control of HOXB1 (refs. ^19,42–45^). We found that expression of *Isl1*, a crucial determinant of motor neuron identity^46^, marked both developing r4MNs and the stream of caudally migrating FBMNs (Fig. 3a,b). *Gata2* expression overlapped with *Isl1* in r4 and was prominent in parasagittal stripes of interneurons^19^ but absent from migrating FBMNs (Fig. 3b).

The precise role of *Gata2* and *Gata3* in FBMN development has not been delineated due to early embryonic lethality of constitutive knockout mice^47^. To circumvent this, we crossed *Gata2*^*KO/flox*^ and *Gata3*^*tlz/flox*^ mice to Phox2b-Cre^+^ mice, conditionally deleting *Gata2* or *Gata3* from developing r4MNs^47–50^. IEEs were not visualized in either conditional knockout (cKO) mice at E14.5, based on the absence of ISL1 protein in r4MNs in appropriate anatomical positions compared with wild-type (WT) littermates (Fig. 3c,d,e,i). By contrast, embryonic facial motor nuclei appeared normal (Fig. 3f,g,h,i).

The mouse facial nerve innervates large, extrinsic muscles that displace the whisker pad and small, intrinsic muscles surrounding each vibrissal follicle^51^. To examine facial nerve function, we developed a semiquantitative whisking assay, collecting high-speed video recordings of vibrissal movement as mice ran on a treadmill, and scored left and right whisker movements (Fig. 3j). *Gata2*^*KO/flox*^;Phox2b-Cre^+^ and *Gata3*^*tlz/flox*^;Phoxb2-Cre^+^ mice showed full and indistinguishable whisking from WT (Fig. 3k and Supplementary Videos 1a–c). Thus, *Gata2* and *Gata3* are master regulators of IEE but not FBMN development.

### WT but not mutant cRE2 silences cRE1 and cRE3 in FBMNs

As HCFP1 duplications and SNVs cause the same phenotype in humans and cRE1 and cRE3 are *Gata2* enhancers in mice^29^, we hypothesized that cRE2 was a cell-type-specific *Gata2* silencer^13,52^. If so, SNVs could weaken the silencing by attenuating TF binding and duplications could disrupt regulatory balance. Either would cause abnormal *Gata2* expression. To test this hypothesis in vivo, we evaluated whether different cRE combinations drove β-galactosidase expression when coupled to a *lacZ* reporter targeting a specific locus in the mouse genome^53^. We designed donor DNA constructs containing different cRE combinations (Fig. 4a). The cRE1 alone drove β-galactosidase expression in the region of r4MN precursors and migrating FBMNs, as well as in midbrain and spinal cord (Fig. 4b,c and Extended Data Fig. 3a), similar to published data^29^. The cRE3 alone drove expression restricted to r4MNs, lateral r4 where migrating IEEs and nascent FBMN/IEE axons overlap, and migrating FBMNs (Fig. 4d and Extended Data Fig. 3b). Thus, although cRE1 and cRE3 enhance β-galactosidase expression in a *Gata2* pattern, they also mark *Gata2-*negative migrating FBMNs. By contrast, cRE2 alone did not drive β-galactosidase expression, consistent with silencing activity (Fig. 4e and Extended Data Fig. 3c). Combining cRE2 with cRE1 or cRE3, we detected β-galactosidase expression in r4MNs and migrating IEEs but no longer in migrating FBMNs, consistent with absence of *Gata2* expression in these cells (Figs. 3b and 4f,g and Extended Data Fig. 3d,e).

**Fig. 4:**
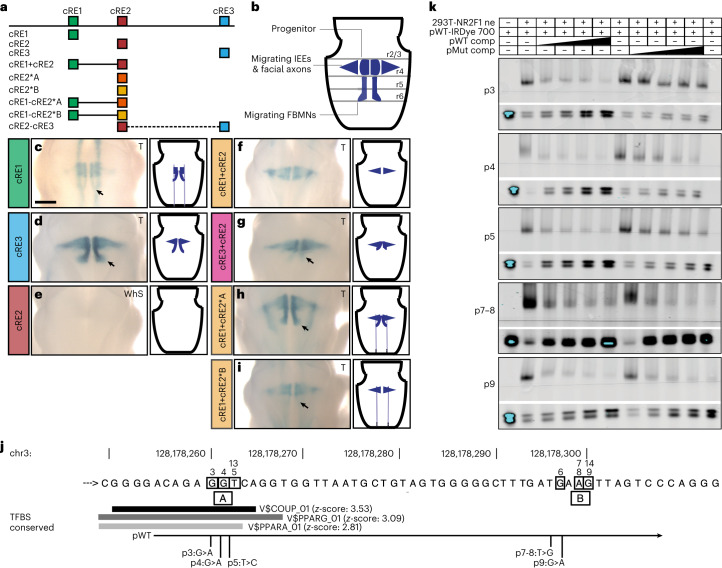
Cluster A SNVs impair cRE2-mediated silencing in a reporter expression assay in vivo and reduce NR2F1 binding in vitro. **a**,**b**, Schematics for in vivo *lacZ* reporter assay constructs (**a**) and hindbrain β-galactosidase expression viewed dorsally through the fourth ventricle (**b**). In **b**, midline ovals denote IEE/FBMN progenitors, triangles denote migrating IEEs and leg-like columns denote migrating FBMNs that are highlighted by black arrows in **c**, **d** and **g**–**i**. **c**–**i**, Selected images of ectopic β-galactosidase in transfected embryos (left) and schema (right): cRE1 alone (**c**, *n* = 13), cRE3 alone (**d**, *n* = 6) cRE2 alone (**e**, *n* = 8), cRE1 with cRE2 (**f**, *n* = 10), cRE3 with cRE2 (**g**, *n* = 7), cRE1 with cRE2 carrying Cluster A variants (**h**, *n* = 13) and cRE1 with cRE2 carrying Cluster B variants (**i**, *n* = 8). The asterisk denotes a mutant cluster. Scale bar (**c**), 500 μm and applies to **c**–**i**. Additional images are shown in Extended Data Fig. 3. **j**, Partial cRE2 sequence, as per Fig. 1. Gray horizontal bars denote overlap with in silico, conserved, transcription-binding consensus sequences from TRANSFAC (indicated by $). The shade of gray correlates with a prediction *z*-score. WT (pWT) and mutant (pMut) EMSA probes are aligned below. TFBS, TF-binding sites. **k**, EMSA results showing the effect of SNVs on NR2F1-binding activity from transfected nuclear extract (293T-NR2F1 ne) in the presence of increasing molar excess (25× to 50× to 100× to 200× as denoted by black slope) of pWT or pMut competitor ‘cold’ probes compared with conjugated ‘hot’ probe (pWT-IRDye 700). For each SNV: NR2F1 binding (upper gel); free probe (bottom gel, lower and upper bands reflect unannealed and annealed probe, respectively). In all five experiments, pWT shows decreasing NR2F1 binding and increasing free probes. Cluster A variant competitor probes (p3, p4 and p5) compete less well than pWT for NR2F1 binding (more NR2F1 shifted and less free probe available). Cluster B variants (p7–8 and p9), where no NR2F1 binding is expected, show no substantial effect. The same trend was observed in replicate experiments: WT = 11; p3 = 5; p4 = 8; p5 = 4; p7-8 = 3; and p9 = 7. Full gels are given in Source data. Source data

The cRE2 with Fam3-5 Cluster A SNVs, when combined with cRE1 (cRE1 + cRE2*A), no longer attenuated cRE1-driven *lacZ* signal in migrating FBMNs, indicating that these SNVs prevented cRE2-mediated silencing (Fig. 4h and Extended Data Fig. 3f). The effect of cRE1 with the three Cluster B SNVs (CRE1 + CRE2*B) was less clear, because the signal was attenuated in only one of eight embryos tested (Fig. 4i and Extended Data Fig. 3g). It is interesting that expression of cRE2-mutant clusters alone (cRE2*A or cRE2*B) showed some neuronal signal only in tandem, not single, transgenic embryos (Extended Data Fig. 3h,i). Similarly, cRE1 + cRE2*A showed an overall stronger and more intricate *lacZ* pattern compared with cRE1 + cRE2 (Extended Data Fig. 3d,f). Overall, these in vivo data support our hypothesis that HCFP1 SNVs disrupt a cell-specific regulatory element (cRE2) that normally downregulates *Gata2* expression in developing FBMNs.

### Cluster A SNVs attenuate binding of NR2F1 to cRE2

We performed in silico prediction of TF-binding sites conserved between the cRE2 of humans and that of mice^54^. Cluster B SNVs were not predicted to alter conserved TF-binding sites. By contrast, Cluster A SNVs alter three nucleotides (5′-A*GGT*CA-3′) of a consensus sequence of the COUP-TF family, NR2F1 and NR2F2 (Fig. 4j)^55^. *Nr2f1* is a determinant of cell-type specification and temporal fate of the developing cortical neurons and glia^55^. It is expressed throughout the hindbrain by E8.5 and enriched in facial and other cranial motor nuclei by E9.5 (refs. ^56,57^). Re-analysis of published ChIP-seq data from human induced pluripotent stem cell-derived cranial neural crest cells^58^, which share a similar origin with neuroblastoma cells, revealed NR2F1 binding to cRE2 but not cRE1 or cRE3 (Extended Data Fig. 2c). NR2F2 did not bind cRE2 in human cranial neural crest cells^59^. Notably the mouse, but not the human, cRE1 sequence contains a COUP-TF-binding site (mm10 chr6:88,226,527–88,226,549). This, together with a murine-specific 4-bp deletion between cRE2 Clusters A and B (Fig. 1c), suggests differential cRE1–cRE3 binding and function of COUP-TF in the two species.

We performed an electrophoretic mobility shift assay (EMSA) that both confirmed interaction of NR2F1 with cRE2 sequence and demonstrated attenuated interaction with HCFP1 Cluster A variants in vitro (Fig. 4k and Extended Data Fig. 4a–f). To evaluate the effect of cRE2 Cluster A SNVs in vivo, we generated a knockin mouse carrying the Fam5 SNV (Extended Data Fig. 5a). *Fam5*^*snv/snv*^ mice (chr6:88,224,892A>G) were viable and fertile and had normally developed facial motor nuclei and whisking (Fig. 3k, Supplementary Video 1d and Extended Data Fig. 5b–e). Despite the absent phenotype, conservation between mouse and human Cluster A sequences led us to test whether NR2F1 bound to WT Cluster A in r4MNs in vivo and whether the Fam5 SNV disrupted this interaction.

We dissected and FAC-sorted green fluorescent protein-positive (GFP^+^) cells from the r4 hindbrain of E10.5 WT;Isl1^MN^-GFP and *Fam5*^*snv/snv*^;Isl1^MN^-GFP embryos, in which GFP specifically labels motor neurons^60^, and performed single-cell CUT&Tag^61^ using an anti-NR2F1 antibody (Fig. 5a,b). 

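Single-cell CUT&Tag brings the transposase Tn5 to an antibody, here one against NR2F1, so that DNA near the bound protein is cut and tagged in each cell, and each cut site is a count of signal. The data are 4 libraries of E10.5 hindbrain cells, from pools of 26 and 26 embryos for WT replicates 1 and 2 and of 8 and 16 embryos for *Fam5* snv/snv replicates 1 and 2, which the legend of Fig. 5b calls biological replicates. Per the sample labels, the gate admitted GFP-negative cells at the end of the sort, so other cells of the dissected tissue can be among the barcodes. WT replicate 1 held 2572 barcodes with 3083946 cut sites in 42168 called peaks, and WT replicate 2 held 1377 barcodes with 3580517 cut sites in 151951 peaks. *Fam5* snv/snv replicate 1 held 2274 barcodes with 8967987 cut sites in 137996 peaks, and *Fam5* snv/snv replicate 2 held 2740 barcodes with 10341894 cut sites in 170993 peaks. The median barcode had 879 and 1867 cut sites in the WT libraries, and 2693.5 and 2984 in the *Fam5* snv/snv libraries. The peaks covered 31.0 Mb and 93.1 Mb of the genome in WT and 108 Mb and 143 Mb in *Fam5* snv/snv.

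The authors called peaks and counted cut sites separately in each library, with Cell Ranger-ATAC on the mouse genome mm10. A library therefore has a count only inside its own peaks, and a library with wider peaks counts more of the same stretch of DNA. Here the counts were summed over the barcodes of each library, overlapping peaks of the 4 libraries were merged into 263639 regions, and the 35770 regions with a peak in every library and at least 10 cut sites in at least 2 libraries were compared. These regions held 99.5% and 77.8% of the cut sites of the WT libraries, and 79.9% and 74.1% of those of the *Fam5* snv/snv libraries. Signal is given as CPM after TMM normalization, the cut sites scaled to the tested total of each library. cRE2 was taken as 250 bp on either side of the Fam5 SNV, cRE1 as 250 bp on either side of its COUP-TF site, and cRE3 as a window from 88218200 to 88220200 on chromosome 6 that was read by eye from Fig. 5c. In all 4 libraries 1 called peak spanned both the cRE2 and the cRE1 window, so the counts of these elements cannot be separated and are reported as those of the cRE1–cRE2 peak. For the cREs only the peak of each library that crosses the window was counted, as set before the data were examined, whereas every other region sums all peaks merged into it.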

We detected specific binding of NR2F1 to WT cRE1, cRE2 and, to a lesser extent, cRE3. By contrast, *Fam5*^*snv/snv*^ r4MNs showed reduced cRE2 peak height compared with WT, without change in cRE1 and cRE3 peaks (Fig. 5c). Together, this shows that NR2F1 binds cRE2 in vitro and in r4MNs, and Cluster A SNVs attenuate this binding.

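In the sorted WT cells, total NR2F1 signal was higher in the cRE1–cRE2 peak than in the other 6 regions compared around *Gata2*, in both libraries. The peak carried 163 ± 59.4 CPM (SD, n = 2 libraries), from 584 cut sites in replicate 1 and 343 in replicate 2, and ranked 520 of 35770 regions by mean WT signal. The cRE3 peak carried 40.9 ± 1.36 CPM (SD, n = 2), from 114 and 119 cut sites, and ranked 7154. The region over the upstream promoter of *Gata2* (TSS at 88193891), the gene whose expression these elements regulate, carried 75.8 ± 0.708 CPM (SD, n = 2). This region, called the upstream promoter region below, also holds signal upstream of the TSS. In WT replicate 1, 156 of its 215 cut sites lay in a peak from 88189449 to 88191236, and 57 in the peak over the TSS. Of the cut sites in the cRE1–cRE2 and cRE3 peaks together, 83.7% in replicate 1 (95% exact binomial interval 80.7% to 86.3%) and 74.2% in replicate 2 (70.0% to 78.2%) lay in the cRE1–cRE2 peak, where the intervals cover counting error only. Per kb of called peak, the signal was 63.9 and 33.9 CPM in the cRE1–cRE2 peak and 31.1 and 14.3 CPM in cRE3, so the order of these peaks held in each library for totals and for density.

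The WT cRE1–cRE2 peaks ran from 88224154 to 88227356 in replicate 1 and from 88224013 to 88227567 in replicate 2 on chromosome 6 of mm10, and the cRE3 peaks from 88218530 to 88219813 and from 88218542 to 88221467. In the GENCODE annotation, the Fam5 SNV at 88224892 lies 17.9 kb past the end of *Gata2* and 1.64 kb past the end of the coding transcript of *Dnajb8*, in an intron of a longer *Dnajb8* transcript annotated for nonsense-mediated decay and of the antisense RNA 1700031F10Rik. From 88224852 to 88224932 the forward strand reads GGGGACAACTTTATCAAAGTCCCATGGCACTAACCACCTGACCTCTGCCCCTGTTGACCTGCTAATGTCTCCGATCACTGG. The core of the COUP-TF motif, AGGTCA, occurs here on the reverse strand from 88224890 to 88224895 and again from 88224906 to 88224911, with 10 bases between them. The Fam5 SNV is the substitution T4C in the first of these, with positions counted from 1 at the 5′ end of AGGTCA on the reverse strand. The COUP-TF site that the paper names in cRE1, CTCCCTTCCCTCTGGCCCTTGAT from 88226527 to 88226549, lies in the same *Dnajb8* intron, 19.5 kb past the end of *Gata2*. That site holds no exact AGGTCA on either strand, but the core occurs from 88226446 to 88226451, inside the cRE1 window. It also starts at 88224365 and 88224507 in the cRE1–cRE2 region, and at 88218928, 88219396 and 88219606 in cRE3. The middle of the cRE3 window lies between genes.

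Across the 35770 regions compared, 15.9% had AGGTCA on either strand within 100 bp of their midpoint, against 12.6% at the same width 2000 bp upstream (odds ratio 1.30, p = 5.85e-35, two-sided Fisher's exact test over regions). Direct repeats of this core, 1 base apart and with up to 2 mismatches, were found in 4.75% against 3.02% (odds ratio 1.60, p = 3.32e-33, Fisher's exact test), and without mismatch in 0.254% against 0.0559% (odds ratio 4.56, p = 5.07e-12, Fisher's exact test). Within 250 bp of the midpoint, the share with AGGTCA was 39.1% against 29.9% upstream in the tenth of regions with the lowest mean WT signal (median width 1050 bp), but 29.0% against 29.8% in the tenth with the highest (median width 3975 bp), where the window 2000 bp upstream can lie inside the region itself, so that this comparison does not show whether the excess is absent there. The share with the direct repeat fell from 13.4% (7.94% upstream) to 9.62% (8.86% upstream). In decile 9 by mean WT signal (median width 2929 bp), AGGTCA was found in 27.5% against 29.0% upstream. The direct repeat was found there in 8.14% against 8.25%. The upstream window lies outside a region of this median width, but the median does not show how many wider regions reach it. Motifs were counted only around midpoints, which leaves most of a wide region unsearched. Decile 9 therefore does not show whether the excess is absent there either. In deciles 1 to 8 both shares were above those upstream. Regions are not replicates, and no control antibody library was analysed here.

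**Figure D1:**
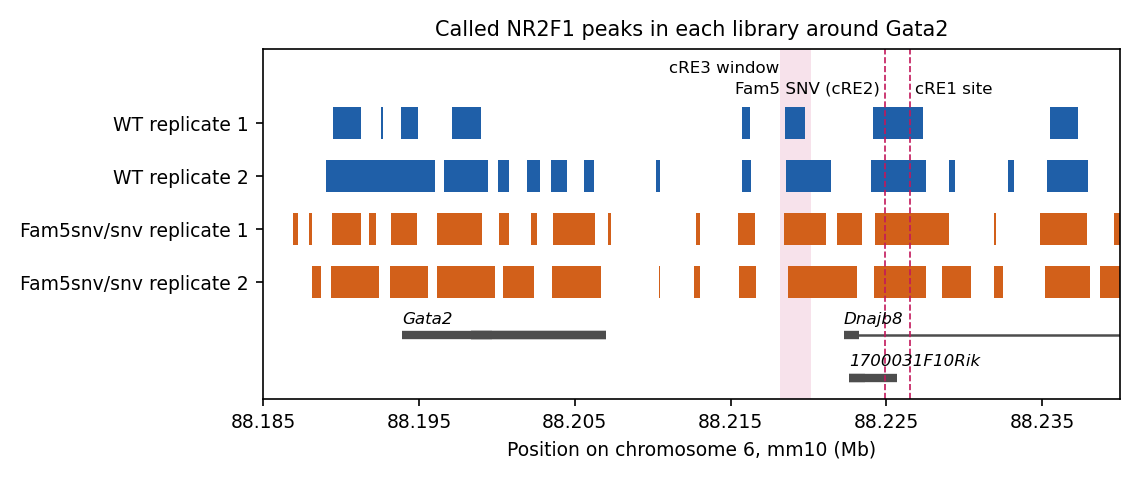
Called NR2F1 peaks of the 4 libraries along chromosome 6 (mm10, x axis in Mb), with WT in blue and *Fam5* snv/snv in orange, 1 row of bars per library. Dashed lines mark the Fam5 SNV in cRE2 and the cRE1 COUP-TF site, shading marks the cRE3 window, and grey bars below are transcripts, with the thin line for the longer *Dnajb8* transcript. In all 4 libraries 1 bar crosses both dashed lines.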

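In the cRE1–cRE2 peak, NR2F1 signal was 87.7 ± 20.3 CPM in the sorted *Fam5* snv/snv cells (SD, n = 2 libraries), a log2 fold change of −0.89 against WT (standard error 0.31), where the 1000 regions of most similar level had a median of −0.31. The libraries had 205 and 121 CPM in WT and 102 and 73.3 CPM in *Fam5* snv/snv, so both mutant libraries lay below both WT libraries, although WT replicate 2 was nearer to the mutant libraries than to WT replicate 1. In cRE3 the libraries had 39.9 and 41.9 CPM in WT and 33.2 and 30.1 CPM in *Fam5* snv/snv, a log2 fold change of −0.37 (standard error 0.22, 95% interval −0.88 to 0.14). When all peaks merged with the cRE peaks were counted, an alternative added after the data were seen, cRE3 had 42.0 CPM in *Fam5* snv/snv replicate 1, about that of WT replicate 2, and a log2 fold change of −0.18 (standard error 0.25), and the cRE1–cRE2 peak had −0.83 (standard error 0.29). The 95% interval for the cRE1–cRE2 peak was −1.63 to −0.16. Of the other regions around *Gata2*, the upstream promoter region of this gene from 88188993 to 88196035 had a log2 fold change of −0.55 (standard error 0.21), and the region from 88196125 to 88199852, which holds its downstream TSS at 88198334, had −0.58 (standard error 0.23). In WT replicate 2, 1 peak spans the upstream promoter region, so its change cannot be assigned to the promoter or to the signal upstream of it. In WT replicate 1 and *Fam5* snv/snv replicates 1 and 2, the peak over the upstream TSS held 57, 114 and 164 cut sites. The largest peak upstream of it held 156, 204 and 295. The region from 88234847 to 88238091 had −0.50 (standard error 0.21), and 2 regions of low signal, from 88215487 to 88216619 and from 88242502 to 88243434, had 0.40 (standard error 0.71) and 0.24 (standard error 0.66).

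Tested with edgeR's quasi-likelihood test over all 35770 regions, the cRE1–cRE2 peak had an unadjusted p = 0.0239 and an adjusted p = 0.573, and cRE3 an adjusted p = 0.624. Adjusted over the 2 peaks alone, the cRE1–cRE2 peak had an adjusted p = 0.0478 from edgeR. Entered for cRE1 and for cRE2 it had 0.0358, which is lower only because the same test was repeated. The adjusted p over all regions was at least 0.573 for each of the other 5 regions. Of these 35770 regions, 0 were higher or lower in *Fam5* snv/snv at an adjusted p under 0.05 from edgeR. At an unadjusted p under 0.05 from edgeR, 1892 were higher and 1206 lower. At an adjusted p under 0.05, DESeq2 called 366 higher and 194 lower. Over regions that each library covered to at least 50%, edgeR called 14 higher and 4 lower. The log2 fold change of the cRE1–cRE2 peak was −0.47 without WT replicate 1 and −1.22 without WT replicate 2. It was −1.15 without *Fam5* snv/snv replicate 1 and −0.67 without *Fam5* snv/snv replicate 2. Each of these fits leaves 1 library in a genotype and takes its spread from the other genotype, so no p-value is given for them. With all libraries scaled by their number of cells, the log2 fold change was 0.18, a scaling under which the median region stood at 0.97. Across all regions the fold change was higher where the covered length in *Fam5* snv/snv relative to WT was larger, and of 1000 regions of like level and covered-length ratio (median log2 fold change −0.37) 0.4% had a lower fold change than the cRE1–cRE2 peak, or 6.1% without WT replicate 1 (median −0.15).

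The ratio of cut sites in the cRE1–cRE2 peak to those in cRE3, which needs no scaling between libraries, was 5.12 and 2.88 in WT and 3.07 and 2.44 in *Fam5* snv/snv. The mean log2 ratio was 1.94 in WT and 1.45 in *Fam5* snv/snv, a difference of −0.49 at a pooled SD of 0.45, which is about as large as the spread between replicates. This difference was −0.08 without WT replicate 1, −0.91 without WT replicate 2, and 0.082, with the direction reversed, per kb of called peak, an alternative added after the data were seen. The peaks behind it covered 3203 bp and 3555 bp (WT) and 4791 bp and 3359 bp (*Fam5* snv/snv) at cRE1–cRE2, and 1284 bp and 2926 bp (WT) and 2649 bp and 4430 bp (*Fam5* snv/snv) at cRE3. The longest cRE3 peak, of *Fam5* snv/snv replicate 2, reached 88223138, past the start of *Dnajb8* at 88222268. The cRE3 peaks of WT replicates 1 and 2 and *Fam5* snv/snv replicate 1 ended before it, at 88219813, 88221467 and 88221102. The cRE3 counts therefore include the start of *Dnajb8* only in *Fam5* snv/snv replicate 2. Per kb of called peak, *Fam5* snv/snv libraries had 21.3 and 21.8 CPM at cRE1–cRE2 and 12.5 and 6.79 CPM at cRE3. With each barcode thinned to 565 cut sites, 7.31% (95% exact binomial interval 6.18% to 8.56%) and 5.01% (3.92% to 6.30%) of WT barcodes and 5.10% (4.23% to 6.09%) and 3.76% (3.08% to 4.54%) of *Fam5* snv/snv barcodes had a cut site in the cRE1–cRE2 peak. Without thinning these shares were 9.33% and 10.3% in WT and 12.7% and 8.54% in *Fam5* snv/snv. With 2 libraries per genotype, an exact permutation test (two-sided) cannot go below 0.333. From the height of the cRE2 peak in the profiles of Fig. 5c, together with its binding assay in vitro, the paper concludes that NR2F1 binds cRE2 in r4MNs and that Cluster A SNVs attenuate this binding.

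**Figure D2:**
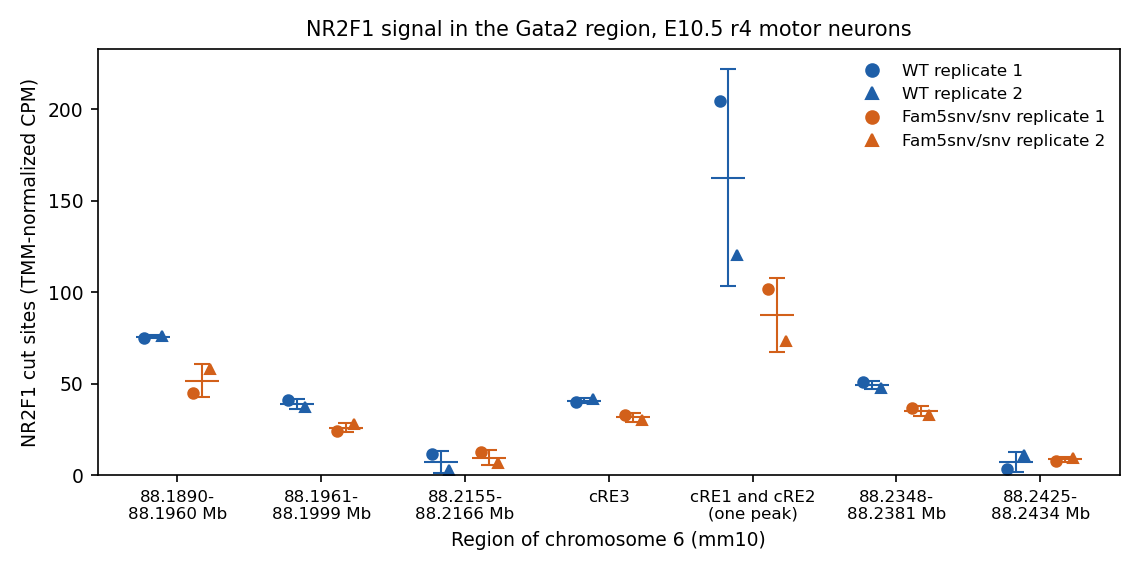
NR2F1 signal (TMM-normalized CPM, y axis from 0) in each of the 7 regions compared around *Gata2* (x axis, chromosome 6, mm10), with WT in blue, *Fam5* snv/snv in orange, circles for replicate 1 and triangles for replicate 2. Horizontal lines are means of 2 libraries and error bars are SD. In the cRE1–cRE2 peak the libraries stood at 205 and 121 CPM in WT and at 102 and 73.3 CPM in *Fam5* snv/snv.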

**Fig. 5:**
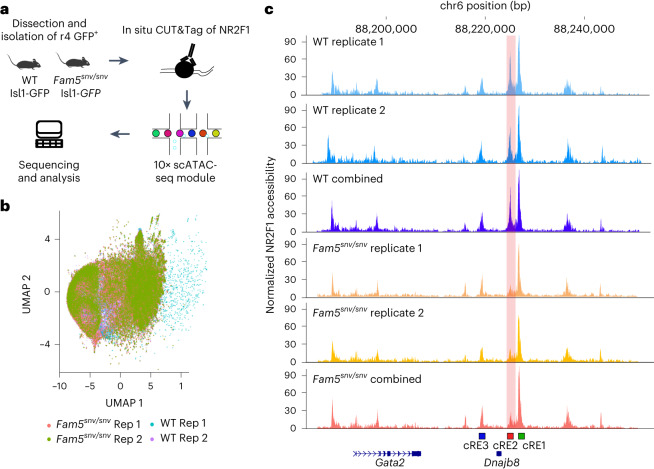
NR2F1 binds cRE2 in E10.5 r4MNs and binding is reduced by Fam5 SNV. **a**, Schematic representation of single-cell CUT&Tag of E10.5 WT and *Fam5*^*snv*^ r4 *Isl1*^*+*^ neurons targeting NR2F1. scATAC-seq, single-cell assay for transposase-accessible chromatin with high-throughput sequencing. **b**, UMAP embedding of NR2F1 single-cell CUT&Tag experiment for two *Fam5*^*SNV/SNV*^ (replicate (Rep) 1 = 2,274 cells, Rep 2 = 2,740 cells) and two WT (Rep 1 = 2,572 cells, Rep 2 = 1,377) age-matched biological replicates. **c**, Pseudobulk single-cell CUT&Tag profile of NR2F1 around the *Gata2* regulatory region shown as individual and combined replicates (WT in blue and *Fam5*^*SNV/SNV*^ in red–yellow). Location of the cREs relative to mouse *Gata2* and *Dnajb8* is shown. Note the reduction in the height of the cRE2 peaks (vertical pink shading) in the *Fam5*^*SNV/SNV*^ replicates.

### Mice heterozygous for a humanized cRE1 duplication have HCFP

We generated a human cRE1 duplication mouse by inserting tandem copies of the human cRE1 sequence between mouse cRE1 and cRE2 (Extended Data Fig. 5f). We chose this approach because the cRE1 NR2F1-binding site in mice but not humans could alter the mouse phenotype. Mice heterozygous for the human cRE1 duplication (*cRE1*^*dup/+*^) were viable and fertile, and had absent whisker movement consistent with HCFP1 (Fig. 3k and Supplementary Video 1e).

### *Gata2* expression is altered in developing *cRE1*^*dup/+*^ r4MNs

To identify transcriptomic changes in nascent and migrating FBMNs and IEEs caused by duplication of cRE1, we performed single-cell RNA-sequencing (scRNA-seq) on dissociated, FAC-sorted, GFP^+^ and the surrounding negative cells from hindbrain axial levels r3–r7 of E9.5–E12.5 *cRE1*^*dup/+*^;Isl^MN^-GFP and WT*;*Isl^MN^-GFP littermates (Extended Data Figs. 6a and 7). We limited bioinformatic analysis to *Isl1*^+^ and/or *Hoxb1*^+^ cells, thus focusing on developmental trajectories of r4 and neighboring Isl^MN^-GFP-expressing motor neurons^19,46^.

Informed by known cell identity markers and those identified in the present study, we merged data from both genotypes, classified 16 clusters on the Unifold Manifold Approximation and Projection (UMAP) plot and found that clustering and cell-cycle phase were similar between the two genotypes (Fig. 6a–c, Extended Data Fig. 6a,b and Supplementary Table 3). Clusters 1–6 defined a developmental trajectory of r4MNs comprising mitotic progenitors of r3–r7 neurons (Cluster 1) through to bipotent r4MNs (Cluster 4) that gave rise to IEEs (Cluster 5) and FBMNs (Cluster 6) (Fig. 6a–c and Extended Data Fig. 6c,d). Cluster 5 IEE cellular density was increased whereas Cluster 6 FBMN cellular density was decreased in *cRE1*^*dup/+*^ embryos compared with WT (Fig. 6a–c). *Dnajb8* was not expressed in any clusters of either genotype (Extended Data Fig. 6c,d).

**Fig. 6:**
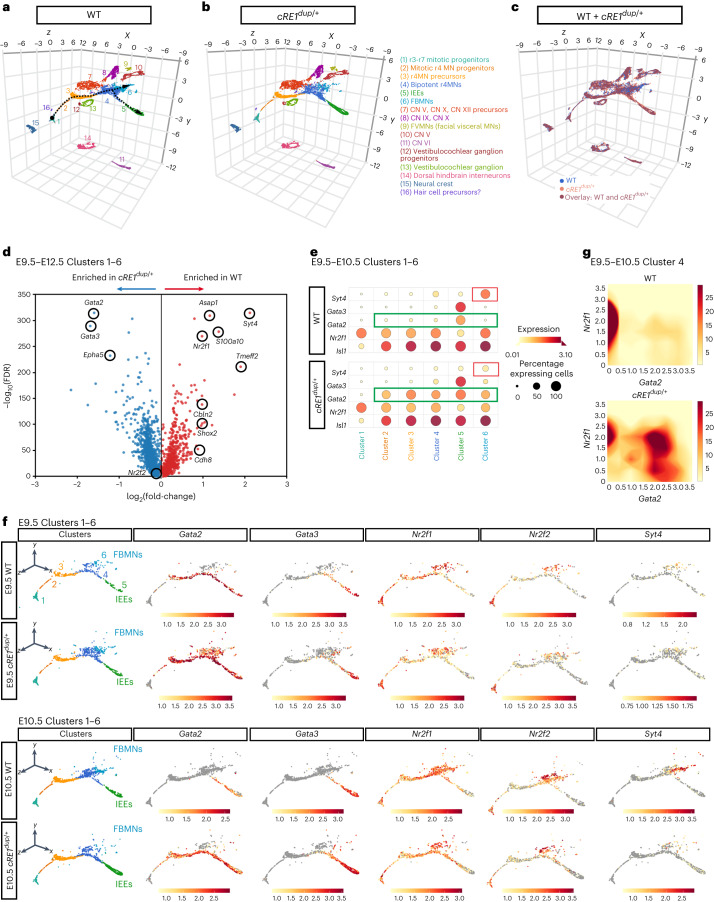
Single-cell transcriptomic analysis of WT and *cRE1*^*dup/+*^ r4 motor neurons. **a**,**b**, Three-dimensional (3D) UMAP plot of WT (**a**) and *cRE1*^*dup/+*^ (**b**) components of a E9.5–E12.5 scRNA-seq object comprising *Isl1*^*+*^ and/or *Hoxb1*^*+*^ FAC-sorted Isl1^MN^-GFP cranial motor neurons (MNs) (with GFP^−^ cells spiked in) spanning r3–r7. Seurat clusters are numbered and annotated according to proposed cellular identity at the right. CN, cranial nucleus. The black dotted arrows trace the proposed pseudotime developmental trajectory of r4MNs from mitotic progenitors of r3–r7 neurons (Cluster 1), r4MN mitotic progenitors (Cluster 2) and r4MN precursors (Cluster 3), ‘bipotent r4MNs’ (Cluster 4), which gave rise to separate populations of IEEs (Cluster 5) defined by *Gata2* and *Gata3* expression^18,19^, and FBMNs (Cluster 6) defined by *Syt4, Shox2* and *Cdh8* expression and enriched for *Nr2f1* (refs. ^18,19,74,75^) (Extended Data Fig. 6c,d). **c**, Overlapping feature plots of WT (blue, bottom layer) and *cRE1*^*dup/+*^ (peach, top layer) 3D UMAPs shown in **a** and **b**. Sixty percent opacity of *cRE1*^*dup/+*^ data points reveals WT data and highlights overlap of the genotypes (burgundy). **d**, Volcano plot of differential expression analysis between WT and *cRE1*^*dup/+*^ r4MN trajectories across the E9.5–E12.5 timepoints. Circled genes display log(fold-change) > 1 and −log_10_(FDR) > 200 or are additional genes of interest (where FDR is false recovery rate). **e**, Dotplot comparison of FBMN and IEE marker expression in E9.5–E10.5 Cluster 1–6 r4MN developmental trajectories in WT (upper) and *cRE1*^*dup/+*^ (lower) embryos. Red and green outlines highlight differences in *Syt4* and *Gata2* expression, respectively, between WT and *cRE1*^*dup/+*^ samples. Scales indicate the mean expression level and percentage expressing cells within each cluster. **f**, Feature plots of WT and *cRE1*^*dup/+*^ r4MN trajectory determinants and markers at E9.5 (upper two rows) and E10.5 (lower two rows). At E9.5 in both WT and *cRE1*^*dup/+*^ embryos, r4MN precursors, a subset of IEE-directed bipotent r4MNs and IEEs (Clusters 3–5), expressed *Gata2*, with additional ectopic expression seen in *cRE1*^*dup/+*^ FBMNs (Cluster 6). By E10.5, WT embryos expressed *Gata2* only in Cluster 5 IEEs, but *cRE1*^*dup/+*^ embryos maintained *Gata2* expression in Clusters 3–5. **g**, Density plots for *Nr2f1* and *Gata2* expression in E9.5–E10.5 WT and *cRE1*^*dup/+*^ r4MNs. See also Extended Data Fig. 6.

Differential expression analysis revealed *Gata2* and *Gata3* as the transcripts most enriched in *cRE1*^*dup/+*^ Clusters 1–6 compared with WT (Fig. 6d). The downregulation of *Gata2* expression in WT Cluster 4 between E9.5 and E10.5 was not observed in *cRE1*^*dup/+*^ embryos (Fig. 6e,f). In both genotypes, *Nr2f1* expression marked r4 progenitors and was maintained across the trajectory, declining only in maturing IEEs (Fig. 6e,f), whereas *Nr2f2* was initially expressed in r4 progenitors and subsequently upregulated in bipotent r4MNs, FBMNs and, to a lesser degree, IEEs (Fig. 6f). Last, although only a small number of *Nr2f1-*expressing neurons from E9.5 and E10.5 Cluster 4 bipotent r4MNs coexpressed *Gata2*, the majority from *cRE1*^*dup/+*^ embryos did (Fig. 6g). Thus, the *cRE1*^*dup/+*^ scRNA-seq data revealed sustained *Gata2* expression in r4MNs normally destined to become FBMNs.

### GATA2 localization is expanded in developing *cRE1*^*dup/+*^ r4MNs

We used multichannel immunofluorescent staining of IEEs and FBMNs in E10.5–E16.5 r4–r6 hindbrain sections to determine whether changes in r4MN organization supported a WT IEE-to-FBMN developmental switch that was altered in *cRE1*^*dup/+*^ embryos. We focused on E14.5, when the broad contours of IEE and FBMN organization are first apparent and *Gata2* is not yet downregulated (Fig. 7, single channels in Extended Data Fig. 8).

**Fig. 7:**
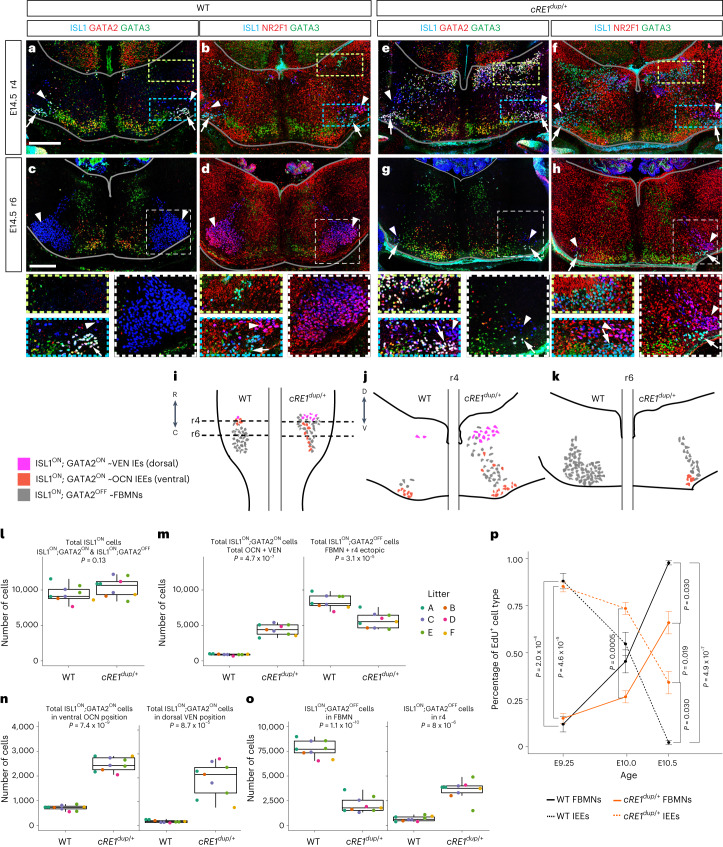
GATA2 expression and IEE birth epoch are expanded in developing *cRE1*^*dup/+*^ hindbrain. **a**–**h**, E14.5 WT (**a**–**d**) and *cRE1*^*dup/+*^ (**e**–**h**) hindbrain sections at r4 (**a**,**b**,**e**,**f**) and r6 (**c**,**d**,**g**,**h**) axial levels showing immunofluorescence with ISL1 (blue) and GATA3 (green) (**a**–**h**) together with GATA2 (red: **a**,**c**,**e**,**g**) or NR2F1 (red: **b**,**d**,**f**,**h**). Ectopic dorsal r4MNs are present in **e** and **f** compared with **a** and **b**. Dotted yellow and blue rectangles (**a**,**b**,**e**,**f**) surround IEE VEN and OCN regions, respectively, and are magnified below. Dashed white squares (**c**,**d**,**g**,**h**) surround facial nuclei and are magnified below. White arrows show OCNs and white arrowheads FBMNs. The borders of the hindbrain are outlined in gray. Scale bars, 200 μm (**a**,**c**) apply to **a**, **b**, **e** and **f**, and **c**, **d**, **g** and **h**, respectively (*n* = 3 (**a**,**c**), 3 (**b**,**d**), 8 (**e**,**g**) and 7 (**f**,**h**) embryos). **i**–**k**, Schematics of E14.5 hindbrain cytoarchitecture based on **a**–**h** as viewed ventrally (**i**) and in cross-section at the level of r4 (**j**) and r6 (**k**) in WT (left side) and *cRE1*^*dup/+*^ (right side) of hindbrains. **l**–**o**, Quantification of E14.5 r4MN transcriptional and positional identity in *cRE1*^*dup/+*^ and WT littermates detected in confocal *z* stacks. Unilateral counts are presented; each point represents an individual embryo and each color a litter (color coded A–F) (*n* = 9 *cRE1*^*dup/+*^ and nine WT littermate pairs from six litters). On average per side, WT versus *cRE1*^*dup/+*^ embryos had: 9,470 versus 10,422 r4-born MNs (**l**); 903 versus 4,405 IEEs (**m**); 8,408 versus 5,691 FBMNs (**m**); 719 versus 2,478 OCNs (**n**); 184 versus 1,927 VENs (**n**); and 7,721 versus 2,098 FBMNs completing migration into ventral r6 (**o**). In the box plot, the center line is the median, the box limits represent 50% of the values and the whiskers represent 98% of the values. **p**, The r4MN birthdating in the 18-mouse cohort in **l**–**o** using in utero labeling of mitotic cells with thymidine homolog EdU in IEE (OCN + VEN) and FBMN (FBMN + r4 ectopic); definitions as per **m**. Point is the mean. For **l**–**p**, all indicated *P* values are calculated using two-sided, pairwise Student’s *t*-test without correcting for multiple testing; the error bar = ± s.e.m. See also Extended Data Figs. 8 and 9.

In WT embryos at E10.5, FBMNs (defined as ISL1^ON^;GATA2^OFF^;GATA3^OFF^) were distinguishable from IEEs (defined at this age as ISL1^ON^;GATA2^ON^ with variable GATA3 expression and at later ages as ISL1^ON^;GATA2^ON^;GATA3^ON^) (Extended Data Fig. 9a,b). By E12.5, FBMNs formed dorsal clusters flanking the r4 midline, whereas GATA2 and GATA3 delineated smaller ventral populations of IEEs that were migrating laterally and ventrally to form the OCN nucleus. Bilateral columns of ISL1^OFF^;GATA2^ON^;GATA3^ON^ interneurons were detected between the midline r4MN clusters and developing IEEs^43^ and NR2F1 expression was elevated in FBMNs and reduced in IEEs (Extended Data Fig. 9c–n). At E14.5, IEEs formed variably detected dorsal VEN clusters and more prominent ventral OCN clusters (Fig. 7a,b). FBMNs had largely completed migration to form the facial motor nucleus in the ventral r6 hindbrain and expressed NR2F1 and not GATA2 or GATA3, consistent with NR2F1 blocking IEE fate (Figs. 3a and 7c,d). By E16.5, IEEs formed compact dorsal VEN and ventral OCN clusters in which GATA2 was downregulated and FBMNs aggregated into facial motor nuclei (Extended Data Fig. 9o–r).

In *cRE1*^*dup/+*^ embryos at E10.5, GATA2 and GATA3 expression extended ectopically throughout r4MNs (Extended Data Fig. 9a,b). By E12.5, most r4MNs had adopted an ‘IEE’ molecular identity with many ectopically occupying the dorsal region of r4, and FBMNs expressed NR2F1 but were reduced at the r4 midline compared with WT (Extended Data Fig. 9c–n). At E14.5, OCNs occupied normal positions in the ventral hindbrain but also extended caudally into r6 and a larger population of ectopic ‘IEEs’ occupied positions in the dorsal hindbrain in the region of WT VENs (Fig. 7e,f). Ectopic ‘FBMNs’ were scattered throughout r4 and also formed a hypotrophic facial nucleus that extended from r4 to r6 (Fig. 7e–h; schema in Fig. 7i–k). At E16.5, the *cRE1*^*dup/+*^ ventral OCN cluster extended ectopically into r6, the dorsal ectopic IEEs formed an expanded VEN cluster and the facial nucleus appeared small to absent (Extended Data Fig. 9o–r).

We quantified ectopic cell positions and changes in r4MN gene expression caused by cRE1 duplication by determining the size and position of ISL1^ON^;GATA2^ON^ IEE and ISL1^ON^;GATA2^OFF^ FBMN subpopulations in E14.5 WT and *cRE1*^*dup/+*^ hindbrains. The average number of r4-born motor neurons did not differ between genotypes (Fig. 7l). However, although WT embryos generated a 1:9.3 ratio of IEE:FBMN cells, the *cRE1*^*dup/+*^ embryo ratio was 1:1.3, with the number of IEEs adopting an OCN and VEN identity increasing over threefold and tenfold, respectively (Fig. 7m,n). Last, *cRE1*^*dup/+*^ embryos had a 32% decrease in FBMNs (Fig. 7m) and, although 92% of E14.5 WT FBMNs completed migration into ventral r6, only 37% of *cRE1*^*dup/+*^ FBMNs had, with the balance assuming ectopic positions in r4–5 (Fig. 7o).

To determine IEE and FBMN birthdates, we applied 5-ethynyl-2′-deoxyuridine (EdU) in utero to litters containing WT and *cRE1*^*dup/+*^ embryos across an E9.25–E10.5 time course. High levels of EdU indelibly mark cells undergoing terminal cell division during the EdU pulse, permitting us to classify and count E14.5 EdU-positive cells as IEEs or FBMNs, regardless of position (Fig. 7p). After EdU injection at E9.25, 88% of WT and 85% of *cRE1*^*dup/+*^ r4-derived motor neurons adopted the IEE fate. Application of EdU in E10.0 WT embryos marked nearly equal proportions of IEEs (55%) and FBMNs (45%), but in *cRE1*^*dup/+*^ embryos a greater proportion of labeled cells became IEEs (73%). With EdU application at E10.5, 2% of WT versus 34% of *cRE1*^*dup/+*^-labeled r4MNs became IEEs.

As *Dnajb8* lies between cRE1 and *Gata2*, we evaluated it as an HCFP1 target gene. In situ hybridization with *Dnajb8* riboprobe revealed no expression in developing WT or *Cre1*^*dup/+*^ hindbrain, whereas staining with *Isl1* and *Gata2* probes recapitulated protein antibody staining (Extended Data Fig. 10a–c). These observations are consistent with scRNA-seq data and confirm that changes in *Dnajb8* expression are unlikely to underlie HCFP1.

These data establish that the humanized duplication of cRE1 perturbs r4-derived MN expression of *Gata2* but not *Dnajb8*. They provide evidence of an IEE-to-FBMN birth order, with a developmental switch active from E9.25 to E10.5 in WT embryos that extends beyond E11.0 in *cRE1*^*dup/+*^ embryos, producing IEEs at the expense of FBMNs. The 73% reduction in FBMNs correctly positioned in the caudal hindbrain in E14.5 *cRE1*^*dup/+*^ embryos probably underlies their facial paralysis.

### Loss of *Gata3* in *cRE1*^*dup/+*^ mice partially rescues CFP

If *cRE1* duplication results in the HCFP1 phenotype by causing ectopic expansion of *Gata2* in r4MNs, then removal of *Gata2* from *cRE1*^*dup/+*^ mice should rescue the phenotype. Linkage disequilibrium prevented crossing the *cRE1*^*dup*^ allele on to the *Gata2*^*KO/flox*^;Phox2b-Cre^+^ cKO background. As *Gata3* is a *Gata2* transcriptional target and conditional removal of *Gata2* or *Gata3* eliminates IEE generation but preserves FBMNs (Fig. 3), we tested whether conditional *Gata3* deletion would rescue the *cRE1*^*dup*^ CFP phenotype.

We evaluated whisking after conditional removal of *Gata3* from *cRE1*^*dup/+*^ mice. Six of seven *cRE1*^*dup/+*^;*Gata3*^*tlz/flox*^;Phox2b-Cre^+^ mice had variable and often asymmetrical rescue of whisking, ranging from subtle movement in subsets of whiskers to complete restoration of whisking (Fig. 3k and Supplementary Video 1f–h). Comparison of E14.5 histologies revealed that conditional removal of *Gata3* from *cRE1*^*dup/+*^ embryos eliminated the large r4 ectopic population of dorsal ISL1^ON^ (and ISL1^ON^;GATA2^ON^) cells as well as IEEs, and generated an elongated column of FBMNs that extended into ventral r6 to form a structure closer in size and shape to the facial nucleus seen in WT controls (Fig. 8a–j). These data establish that human cRE1, in concert with cRE2 and cRE3, modulates the *Gata2–Gata3* axis that defines the IEE-to-FBMN switch, and human HCFP1 pathogenic variants probably alter this regulatory pathway (Fig. 8k).

**Fig. 8:**
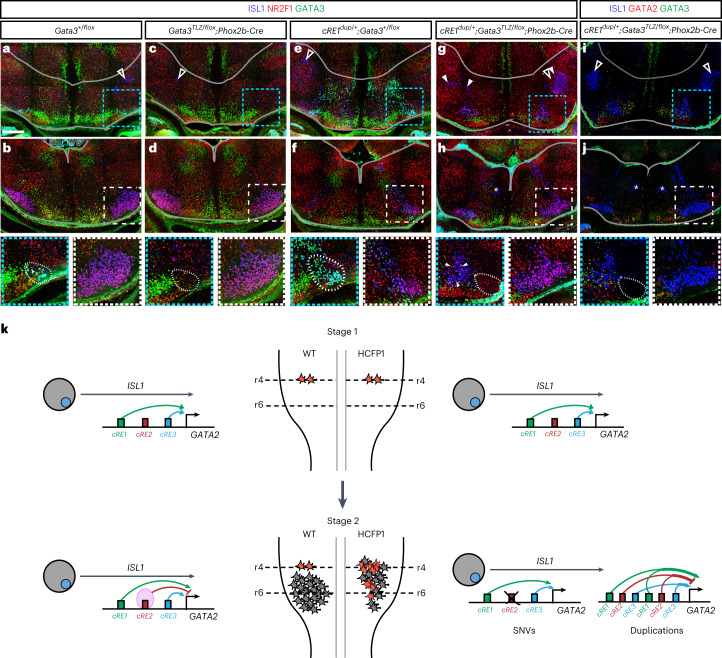
Combining *cRE1*^*dup*^ with *Gata3* conditional inactivation partially rescues the HCFP1 phenotypes. **a**–**h**, ISL1 (blue), NR2F1 (red) and GATA3 (green) immunofluorescent staining of hindbrain cross-sections at r4 (top row) and r6 (middle row) axial levels in E14.5 *Gata3*^*flox/+*^;Phox2b-Cre^−^ WT (**a**,**b**), *Gata3*^*tlz/flox*^;Phox2b-Cre^+^ conditional *Gata3* knockout (**c**,**d**), *cRE1*^*dup/+*^;*Gata3*^*flox/+*^ duplication (**e**,**f**) and *cRE1*^*dup/+*^;*Gata3*^*tlz/flox*^;Phox2b-Cre^+^ rescue (**g**,**h**) embryos. **i**,**j**, A rescue embryo with ISL1 (blue), GATA2 (red) and GATA3 (green) immunofluorescence (for WT and *cRE1*^*dup/+*^ comparators, see Fig. 7a,c,e,g). Dotted blue squares surround IEE OCNs in **a**, **c**, **e**, **g** and **i** and are magnified (bottom row). Dotted white squares marking the right facial nucleus are boxed in **b**, **d**, **f**, **h** and **j** and magnified (bottom row). Rescue embryos lack OCNs (**g**,**i**) and form an FBMN nucleus (**h**,**j**) intermediate in cross-sectional area between WT (**b**) and *cRE1*^*dup/+*^ (**f**) embryos. White arrows in magnification of **g** highlight r4 ISL1^ON^;NR2F1^ON^ FBMNs. White open arrowheads show trigeminal motor neurons and asterisks the abducens nucleus. Dorsal and ventral borders of the hindbrain are outlined in gray. Scale bar, 200 μm in **a** applies to **a**–**j** (*n* = 3 (**a**,**b**), 3 (**c**,**d**), 4 (**e**,**f**), 3 (**g**,**h**) and 5 (**i**,**j**) embryos). **k**, Model depicting the effect of HCFP1 variants. Stage 1: in both WT (left side) and HCFP1 (right side) hindbrains, early born r4MN progenitors express *Gata2*, driven in part by cRE1 and cRE3 enhancers, and assume an IEE identity (red cells). Stage 2: in WT, NR2F1 (pink oval) binds to cRE2 in later-born r4MNs, silencing *GATA2* and directing these cells to an FBMN identity (gray cells). In HCFP1, cRE2 SNVs disrupt NR2F1 binding (demarcated with X) and unimpeded cRE1 and cRE3 enhancers drive *GATA2* expression in later-born r4MNs. Duplications of cRE1, cRE2 and cRE3 generate a net increase in *GATA2* enhancer level, similarly expanding GATA2 expression. Either will increase IEEs at the expense of FBMNs, deplete the FBMN progenitor pool and result in CFP.

## Discussion

We report that heterozygous noncoding SNVs and CNVs at the HCFP1 locus alter regulation of *GATA2* and account for >90% of autosomal dominant, nonsyndromic CFP. Remarkably, the SNVs alter six nucleotides located in two clusters within a conserved noncoding region that we refer to as cRE2, located 3′ of *DNAJB8* and *GATA2*. *DNAJB8* is not a triplosensitive gene (pTriplo score 0.22) (ref. ^62^) nor is it expressed in r4MNs or surrounding tissue in WT or *cRE1*^*dup/+*^ mice, excluding its involvement in HCFP1. Instead, our data support cRE2 as a tissue-specific regulatory element to which NR2F1 binds, restricting r4MN *GATA2* expression to developing IEEs.

The importance of *Gata2* expression in an r4MN IEE-to-FBMN fate transition and the perturbation of its spatial and temporal hindbrain expression as the cause of HCFP1 are supported by our data and those of others. First, we established GATA2 and GATA3 as essential regulators of IEE fate and dispensable for FBMN development and migration. Second, we found that *Gata2* enhancers cRE1 and cRE3 drive reporter expression in migrating FBMNs where *Gata2* is not expressed and cRE2 silenced this expression. Moreover, this silencing is attenuated by HCFP1 SNVs. Although the cRE2 silencing mechanism remains unknown, cRE1–3 and *Gata2* are within the same regulatory region and the cREs might compete for binding to the *Gata2* promoter. Third, our humanized cRE1 duplication mouse model has CFP, and scRNA-seq and histology revealed ectopic *Gata2* expression in later-born *cRE1*^*dup/+*^ r4MNs that expanded the IEE and depleted the FBMN populations. This phenotype could be partially rescued by removal of *Gata3*. Last, monoallelic loss-of-function variants in *GATA2* and in the +9.5-kb blood *GATA2* enhancer element cause blood and immune dysfunction without facial weakness^63,64^, consistent with altered, not reduced, GATA2 expression in HCFP1 and highlighting the importance of tissue-specific regulation.

Several lines of evidence support a cell-type-specific function of NR2F1 in r4MN IEE-to-FBMN fate transition and attenuation of this function in HCFP1. First, we demonstrated that NR2F1 binds to cRE1 and cRE2 in WT r4MNs, and binding to cRE2 is reduced in r4MNs isolated from mice carrying a Cluster A SNV. Second, we found dynamic expression of *Nr2f1* in developing FBMNs, with reduced expression in IEEs. Third, although human haploinsufficiency of *NR2F1* causes a variable phenotype characterized primarily by intellectual disability and optic nerve degeneration^65^, several individuals are reported to have a thin facial nerve or mild facial weakness^66,67^.

We favor NR2F1 over NR2F2 as key to the IEE-to-FBMN switch. We found no evidence that NR2F2 binds to cRE2 in public databases^59^, and it shows low expression in developing r4MN, despite being upregulated in lateral FBMNs at late embryonic stages^38^. NR2F2 appears important for metabolic and cardiac processes^68^ rather than neuronal development^69^ and NR2F2 haploinsufficiency in humans is associated with congenital heart defects without reports of facial weakness^70^.

It is of interest that we did not observe a CFP phenotype in the Cluster A *Fam5*^*SNV/SNV*^ mice, despite alterations in NR2F1 binding. HCFP1 SNV variants are less penetrant than CNVs, and the *Fam5*^*SNV*^ mouse may cause a perturbation too mild to cause CFP. It is also possible that the nonconserved NR2F1-binding site in mouse cRE1 attenuates the role of cRE2 in mouse r4MNs. Finally, introduction of cRE2 SNVs in our *lacZ* assay unveiled enhancer activity, probably through opportunistic binding of other TFs, which could vary between mice and humans^71^.

We do not know the mechanism of Cluster B SNVs. In silico analysis predicted few if any TF consensus sequences in the Cluster B WT sequence. By EMSA, Cluster B SNVs did not alter NR2F1 binding and had less effect on β-galactosidase reporter expression. Loss of a nonconserved TF-binding site in Cluster B that acts in concert with NR2F1 could result in the indistinguishable Cluster A and Cluster B SNV phenotypes. Alternatively, COUP-TFs recruit co-factors to leverage their inhibitory activity^55,72^ and aberrant binding of TFs to mutant Cluster B could attenuate NR2F1 function through steric hindrance or impaired cooperative binding^73^.

In summary, our results show that cell-type-specific *Gata2* expression is critical for development of r4 IEEs and its subsequent downregulation drives a fate switch to FBMNs. This transition is tightly regulated by binding of TFs, including NR2F1, to the FBMN–IEE-specific regulatory elements cRE1, cRE2 and cRE3. HCFP1 noncoding variants alter this regulatory framework by pathologically prolonging *Gata2* expression, favoring the formation of IEEs at the expense of FBMNs.

## Methods

Additional methods information can be found in Supplementary Information. Data were excluded from the study only if rendered uninterpretable for technical reasons, including damage to cryosections that precluded quantification. In these instances, a replicate sample was processed and included in the study. For scRNA-seq, one E9.5 dataset was excluded from the study due to high free RNA content and the experiment was repeated to generate a usable dataset.

### Research participants

For the US-based cohort 1, research participants were enrolled under protocols approved by the Institutional Review Boards of Boston Children’s Hospital, Boston (ClinicalTrials.gov identifier: NCT03059420); Icahn School of Medicine at Mount Sinai, New York; National Human Genome Research Institute, National Institutes of Health (NIH), Bethesda (ClinicalTrials.gov identifier: NCT02055248); American University of Beirut Medical Center, Beirut, Lebanon; and Royal Victorian Eye and Ear Hospital, Victoria, Australia. For the European-based cohort 2, research participants were enrolled under a protocol approved by the Institutional Review Board of CMO Radboudumc and METC East Nijmegen, the Netherlands.

Adult participants and guardians of children provided written informed consent for participation. No participant compensation was provided. The NIH paid travel and visit expenses for participation in the NIH Clinical Center evaluation. Photographs were selected from participants who consented to publication of identifying two-dimensional face photographs. Sex, number and age of participants are provided in Supplementary Table 1. Phenotypes of the affected members were obtained through a visit to the NIH Clinical Center or through examinations conducted by co-authors. A blood and/or saliva sample was collected from each participant for extraction of genomic DNA.

### Clinical evaluation

Multidisciplinary phenotyping studies were performed prospectively during a 1-week visit to the NIH Clinical Center for the 12 participants indicated in Supplementary Table 1. Studies included standardized examinations by clinical genetics, ophthalmology, audiology, dental/craniofacial, rehabilitation medicine, speech therapy, neurology, cardiology, neurocognitive and behavioral testing, as well as brain imaging, neurophysiology and laboratory studies, per protocol NCT02055248. Additional details are provided in Supplementary Methods.

### Genome build

Human genomic coordinates are GRCh37/hg19 and mouse genomic coordinates GRCm38/mm10.

### SNP generation, linkage and CNV analysis

Infinium Omni2.5Exome-8 arrays (Illumina) were used to generate whole-genome SNP data from participating members of Fam9 and a subset of the participating members of Fam1 (II-1, II-2, III-1, III-3, III-5, IV-1, IV-2, IV-5 and IV-6). Infinium Omin2.5-8 arrays were used for the remaining individuals from Fam1 (III-2, III-4, IV-3 and IV-4). Omni2.5Exome-8 SNP data were generated at the National Human Genome Research Institute Genomics Core (NHGRI/DIR), and Omni2.5 data were generated at the HMS Ocular Genomics Institute (OGI, Massachusetts Eye and Ear Institute). SNPs were processed for linkage analysis using LINKDATAGEN^76^ (2016 release) and multipoint genome-wide parametric linkage analysis was performed using MERLIN v.0.5.4 (ref. ^77^) assuming an autosomal dominant model with full penetrance. For CNV analysis, informative SNPs were passed through PennCNV v.1.05 (ref. ^78^) and QuantiSNP v.2.3 (ref. ^79^) was used to generate CNV calls, and the resulting CNVs filtered based on specific criteria. Additional details are provided in Supplementary Methods.

### Exome sequencing

DNA libraries were prepared using Nimblegen SeqCap EZ Exome v.2 (Roche) or SureSelect Human All Exon v.4 kit (Agilent) and sequenced on either Illumina Hiseq 2000 or Illumina Hiseq 2500. All samples had at least 98% of exonic regions with at least 10× coverage. Additional details are provided in Supplementary Methods.

### Whole-genome sequencing

WGS was performed and interpreted independently for the two cohorts. Additional details are provided in Supplementary Methods.

### Targeted sequencing and variant validation and haplotypes

The cRE2-conserved noncoding region on chromosome 3 was amplified with KAPA2G Fast ReadyMix (KAPA Biosystems) and Sanger sequenced bidirectionally (Genewiz). SNV confirmation and segregation were evaluated in all available family members by Sanger sequencing. Alignment of the electropherograms was performed using Geneious Prime v.2021.1.1 (Dotmatics). Screening by ddPCR was performed for CNV screening in the conserved chromosome 3 region and *DNAJB8*. The *hTERT* (catalog no. 4403316) or *RNaseP* probes (Thermo Fisher Scientific, catalog no. 4403326) served as an internal copy number control. CNVs were confirmed using breakpoint spanning PCR when possible. All primers and probes are listed in Supplementary Table 4. Additional details are provided in Supplementary Methods.

### Electrophoretic mobility shift assays

For the EMSA experiment, 5′-IRDye 700-labeled high-performance liquid chromatography-purified probes from IDT were incubated with HeLaScribe nuclear extract, Gel shift assay grade (Promega, catalog no. E352A) or HEK293T cell nuclear extract (American Type Culture Collection, catalog no. CRL-3216). For the supershift assay, 1 µg of anti-NR2F1 antibody (D4H2 rabbit monoclonal antibody, Cell Signaling, catalog no. 6364; mouse monoclonal antibody, Perseus Proteomics, catalog no. PP-H8124-00) and respective isotype controls (WNT3A rabbit monoclonal antibody, Cell Signaling, catalog no. 2721; anti-hemagglutinin, immunoglobulin G2a mouse monoclonal antibody, Thermo Fisher Scientific, catalog no. 5B1D10) were added during the preincubation step. Gels were visualized using an Odyssey imaging system (LI-COR Biosciences). Additional details are provided in Supplementary Methods.

### Mouse husbandry

Animal husbandry was according to NIH guidelines and approved by the Institutional Animal Care and Use Committees of Boston Children’s Hospital (protocol no. 00001852), the Icahn School of Medicine at Mount Sinai (protocol no. 2015-0052) and the Lawrence Berkeley National Laboratory (protocol nos. 290003 and 290008). Breeding pairs were separated after the detection of a vaginal plug at 9am, which was considered to be E0.5. The sex of the experimental embryos was not determined.

### Experimental mouse lines

Generation and acquisition of transgenic mouse lines, breeding strategies for experimental crosses and species, strain, sex, number and age of experimental animals are described in Supplementary Methods.

### *LacZ* assay

Transgenic E11.5 mouse embryos were generated and analyzed as described previously^80^. Additional details are provided in Supplementary Methods.

### Whisker movement assay

Mice aged 4 weeks to 5 months (20 males, 31 females) of the indicated genotypes were recorded in the.MOV format with the ‘Slo-Mo’ function on an iPhone v.6 (which records at ~120 frames per s) while walking on a treadmill. Each video recorded the superior view of the mouse’s face and body and was at least 2 min in length at the decreased frame rate. After a training session to standardize interpretation, four independent reviewers blinded to mouse genotype reviewed the unedited videos using Apple QuickTime Player (v.10.5) and scored left-side and right-side whisker movement on a scale of 0–3: ‘3’ indicated the full trajectory of all whiskers as observed in WT mice, ‘2’ indicated a slight reduction in range of motion or in number of whiskers moving, ‘1’ indicated a dramatic reduction in range of motion or in number of whiskers moving and ‘0’ indicated no detected whisker movement. Statistical analysis was performed using unpaired, two-sided Wilcoxon’s testing. For presentation as a supplementary video, recordings were cropped, enlarged and edited for length in iMovie 10.3.5 (Apple, Inc.) for representative examples of treadmill walking 8–12 s in duration. Videos were ‘cropped to fit’ in iMovie to enlarge and focus on the head. Video segments were compiled into a single video file, with annotations generated in Microsoft 365 PowerPoint and imported as separate slides with iMovie.

### Dissection and dissociation of embryonic r4 motor neurons

ISL1^MN^-GFP^+^ and surrounding GFP^−^ tissues were microdissected from E9.5, E10.5, E11.5 and E12.5 WT, and *cRE1*^*dup/+*^ hindbrains. To capture the anatomical extent of lateral IEE and caudal FBMN migration, the developing hindbrain from the caudal edge, trigeminal motor nucleus through the rostral third of the glossopharyngeal/vagus nuclei was collected. Single-cell suspensions were generated from dissected hindbrain tissue with enzymatic digestion and trituration (Papain Dissociation System, catalog no. LK003150) (ref. ^81^).

### FACS

GFP^+^ cranial motor neurons were collected from single-cell suspensions of dissociated embryonic hindbrains using a BD FACSARIA II Cell Sorter equipped with BD FACSDiva 8.0.2 software and a 100-μm nozzle. Isl1^MN^-GFP r4MNs were selected based on GFP reporter expression and found to comprise 2–6% of the total cellular input. Immediately before completion of Isl1^MN^GFP^+^ cell sorting, GFP gates were lifted to sample a representative spike of GFP^−^ cells from the surrounding tissues and to reach an optimal number of total cells for the 10× protocol. These cells were collected into a single well of a 96-well plate containing 5 μl of 0.4% bovine serum albumin (BSA) in Hibernate E Low Fluorescence medium (HE-Lf, Brainbits).

### Single-cell CUT&Tag and data analysis

Single-cell CUT&Tag experiments were performed using the protocol single-cell CUT&Tag on 10× Genomics platform from www.protocol.io (https://www.protocols.io/view/single-cell-cut-and-tag-on-10x-genomics-platform-bqbnmsme) with the modification of using the CUTANA pAG-Tn5 enzyme (Epicypher, 15-1117) and all buffers (antibody, digitonin, digitonin-300 and tagmentation) contain 2% of BSA. Raw single-cell CUT&Tag data were processed using Cell Ranger-ATAC 2.0.0 (10× Genomics). Data analysis was performed using Signac v.1.5.0ca (ref. ^82^) and Seurat v.4.2.0 (ref. ^83^) packages. Additional details are provided in Supplementary Methods.

### ScRNA-seq

ScRNA-seq was performed using the Single Cell 3′ Reagent kits v.3.1 User Guide (10× Genomics). The resulting libraries were sequenced on a NextSeq500 platform (Illumina). Additional details are provided in Supplementary Methods.

### ScRNA-seq analysis

The raw scRNA-seq data were processed using the Cell Ranger v.7.1 analysis toolkit (10× Genomics). Data analysis was performed using R v.4.2.1, and Seurat v.4.2.0. Differential gene expression analysis was performed with the BBrowser Single Cell Browser v.3.5.26 and the BioVinci data visualization package v.3.0.0 (BioTuring)^84^. Additional details are provided in Supplementary Methods.

### Immunohistochemistry and in situ hybridization

Timed litters from crosses of WT female C57/Bl6 mice to *cRE1*^*dup/+*^ males were collected at E10.5, E12.5, E14.5 and E16.5, cryosectioned and processed for immunofluorescent staining as described previously^38^, using combinations of primary antibodies against ISL1, GATA2, GATA3 and ISL1, NR2F1 and GATA3. Similar E10.5, E12.5 and E14.5 litters, as well as testes from WT and *cRE1*^*dup/+*^ adult males, were collected, cryosectioned and processed for in situ hybridization as described previously^85^ using riboprobes for *Isl1* and *Gata2*. Whole-mount E11.5 embryos were collected from WT crosses and processed for in situ hybridization as described previously^86^ using the *Isl1* and *Gata2* riboprobes. Additional details are provided in Supplementary Methods.

### Histological examination of r4MN identity, migration and birthdate

For examination of r4MN migration, cell identity and birthdate, WT female C57/Bl6 mice were crossed to *cRE1*^*dup/+*^ males and received single 50 mg kg^−1^ of intraperitoneal injections of EdU (Thermo Fisher Scientific, catalog no. A10044) at E9.25, E10 or E10.5 development timepoints. E14.5 embryos were dissected, fixed, cryosectioned, collected on to glass slides, immunostained with guinea-pig anti-ISL1 and rabbit anti-GATA2 primary antibodies, incubated with Alexa Fluor-488 anti-guinea-pig and Alexa Fluor-647 anti-rabbit secondary antibodies, processed for EdU detection using azide-conjugated Alexa Fluor-555 and coverslipped. The methods used are as described previously^38^. Sections were imaged on a Zeiss LSM 980 confocal microscope with a ×20 objective and a 3-μm step size. For each embryo, bilateral ISL1^ON^ r4MNs were analyzed caudally to rostrally, beginning at the first section rostral to the hypoglossal nucleus and ending at the first section in which IEEs were no longer present (at the level of the trigeminal motor nucleus). Cells from every fourth cryosection were counted semiautomatically in three dimensions using arivis Vision4D ×64 analysis operations. Additional details are provided in Supplementary Methods.

### Cell count statistical analysis

Statistical analysis and all plotting were performed using Rstudio build 554 and R v.4.2.1 with tidyverse package v.1.3.1. Statistics was calculated using unpaired, two-sided Student’s *t*-test using the function Stat_compare_means from the ggpubr 0.4.0 package.

### Birthdating statistical analysis

The average unilateral number of r4MNs labeled by single EdU injections at E8.5, E9.25, E10.0 and E10.5 was determined as above and in Supplementary Methods. The proportions of EdU-labeled IEEs and FBMNs were calculated by dividing the number of cells labeled from each population by the total number of EdU-labeled r4MNs detected for each embryo and averaging these percentages. Statistical significance was defined by *P* < 0.05 from an unpaired, two-sided Student’s *t*-test, calculated and plotted using R v.4.2.1.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41588-023-01424-9.

## Supplementary information

Supplementary Information Supplementary Clinical note, Tables 1–4, Methods and References.

Reporting Summary

Peer Review File

Supplemental Video 1 Whisking videos of WT (a), Gata2cKO (b), Gata3cKO (c), cRE2 Fam5^SNV^ (d), cRE1dup (e), cRE1dup partial rescue 1 (f), cRE1dup partial rescue 2 (g) and cRE1dup full rescue (h).

## Data Availability

Publicly available ChIP-seq datasets used in the present study: accession nos. GSM1817193 and GSM714811 for NR2F1; GSM714812 for NR2F2; GSM935589 for GATA2; and GSM1010738 and GSM1602667 for GATA3. Conserved TF-binding sites were obtained using rVista 2.0 (https://rvista.dcode.org). Additional epigenetic data were explored using the ENCODE database (https://www.encodeproject.org). GRCh37/hg19 human reference genome under Sequence Read Archive (SRA) accession no. PRJNA31257 and GRCm38/mm10 mouse reference genome under SRA accession no. PRJNA20689 were used for the alignment of human and mouse sequencing data, respectively. GnomAD and 1,000 genome frequencies were extracted from https://gnomad.broadinstitute.org and https://www.internationalgenome.org, respectively. Common structural variant data were obtained from the DGV (http://dgv.tcag.ca/dgv/app/home) and GoNL SV database (https://www.nlgenome.nl/login). Exome sequence and SNP data from a subset of participants are available through dbGaP Phs001383.v1.p1. WGS data from Cohort 1 participants are available through dbGaP Phs001247.v1.p1; Radboudumc consent does not allow for broad sharing via repositories and, thus, Cohort 2 WGS data are available on request and after a positive evaluation by a local data access committee confirming that the proposed re-use is in line with original consent obtained. ScRNA-seq and CUT&Tag sequencing data are available through the National Center for Biotechnology Information Gene Expression Omnibus SuperSeries accession no. GSE223274. LacZ images are uploaded to the Vista enhancer browser (https://enhancer.lbl.gov) and can be retrieved by their human coordinates as follows: hs2664 (cRE1) chr3:128,175,331–128,177,163; hs2665 (cRE2) chr3:128,177,164–128,179,169; hs2666 (cRE3) chr3:128,186,421–128,188,215; hs2667 (cRE1 + cRE2) chr3:128,175,331–128,179,169; and hs2668 (cRE2 + cRE3) chr3:128,177,164–128,188,215. Mice are available on request. Source data are provided with this paper.

## Source data

Source Data Fig. 4 Unprocessed EMSA blots from Fig. 4k.

How the deposited data were processed for this re-analysis (not part of the article)

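Anti-NR2F1 single-cell CUT&Tag was analysed in 4 libraries of sorted E10.5 r4 hindbrain cells, 2 WT and 2 *Fam5* snv/snv. The authors deposited, for each library, a list of cell barcodes, a list of called peaks and a matrix of whole-number counts of cut sites per peak and barcode. The paper's methods name Cell Ranger-ATAC 2.0.0 for these counts, with Signac 1.5.0 and Seurat 4.2.0 for its own analysis, while the header of each deposited matrix of counts gives software version 1.2.0. The submitters' processing notes name Cell Ranger ATAC and mm10. The matrix holds only barcodes that the authors had called as cells, and their numbers equal the cell numbers in the legend of Fig. 5b. The deposited peaks carry positions and no height or score, and the counts have no position within a peak, so the height of a profile within a peak, as Fig. 5c shows it, was not analysed here. Most counts are even (76.3% to 81.1% of the nonzero entries), as the 2 ends of a fragment give. Barcodes shared between libraries numbered 3 to 12 per pair, at most 0.799% of the smaller library.

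Counts were summed over the barcodes of a library. Cells were not taken as replicates, no further filter on cells and no doublet caller was applied, and cells were not clustered or named. Peaks of the 4 libraries that overlapped by at least 1 bp were merged into 263639 regions, of which 35809 had a peak in every library, with the cREs set in place of the merged regions they fall in. A cRE counts only the peak of each library that crosses its window, so 64 cut sites of *Fam5* snv/snv replicate 1 merged with cRE3, and 8 of WT replicate 2 and 77 of *Fam5* snv/snv replicate 2 merged with the cRE1–cRE2 peak, were left out. Those with at least 10 cut sites in at least 2 libraries, 35770 regions, were tested for *Fam5* snv/snv minus WT with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, no block), in R 4.3.3, with Benjamini-Hochberg adjustment. The tested regions held 3068305 and 2786508 cut sites for WT and 7167241 and 7662241 for *Fam5* snv/snv. The median tested region held 42 and 47 cut sites in the WT libraries and 126 and 139 in the *Fam5* snv/snv libraries. How far the lower WT counts limit the precision was not tested. The residual degrees of freedom were 2 and the common biological coefficient of variation was 0.305. In data simulated from these libraries' means, sizes and dispersion, with 200 of 35770 regions changed, the test recovered 28.9% of regions changed to 0.25-fold, 8.33% of those changed to 0.5-fold, 22.7% of those changed 2-fold and 77.4% of those changed 4-fold, with 2 false calls. For regions at the level of the cRE1–cRE2 peak, changed by its log2 fold change of −0.89 in a simulation added after the data were seen, 223 of 1000 (22.3%) were recovered over 5 draws, from 16.5% to 29.0% per draw.

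The plan made before the data were examined was to test cRE1, cRE2 and cRE3 separately, to adjust over these elements, and to compare the cRE2 count with the cRE1 count in each library. Since 1 peak holds cRE1 and cRE2 in every library, they share 1 result, the adjustment counts this peak once, a choice made after the data were seen, and the ratio of cRE2 to cRE1 could not be formed. Shares of barcodes were compared after thinning each barcode to 565 cut sites, the 25th percentile of WT replicate 1, and 642 barcodes of that library, 1 of WT replicate 2 and 0 of the *Fam5* snv/snv libraries had fewer and were left out. Binomial intervals are exact and at 95%.

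Regions were annotated with GENCODE M21 for mm10. Of the tested regions, 12176 (34.0%) overlapped 1 kb on either side of a transcription start site (TSS) of a protein-coding gene, 10744 (30.0%) lay within a gene outside exons, 980 (2.74%) in exons and 11870 (33.2%) between genes. Promoter regions of 166 genes in 13 lists, fixed before the data were examined, were tested with fry and camera (limma 3.58.1), with Benjamini-Hochberg adjustment over the lists. In simulated data, 9 promoter regions of Hox genes raised 2-fold together had the smallest fry p of the lists, 0.0376, but an adjusted p = 0.488. In this simulation the list thus did not pass fry with 2 libraries per genotype. Camera gave it an adjusted p = 1.24e-05 with a preset correlation and 0.474 with an estimated one. The regions named were fixed by rule: the cREs, every other tested region around *Gata2*, the 5 regions of smallest unadjusted p in each direction since no region passed the adjusted threshold with edgeR (DESeq2 called 366 higher and 194 lower), the promoter regions of genes the paper names, and the 2 members of smallest p of each list. The promoter region of *Dnajb8* under this rule is the cRE3 region and is reported as cRE3, although only the cRE3 peak of *Fam5* snv/snv replicate 2 reaches the start of *Dnajb8*. *Cdh8*, which the paper names, had no tested promoter region, and another gene under the rule is not reported here. The COUP-TF core AGGTCA and its direct repeats were counted in the mm10 sequence around region midpoints, and the planned comparison of regions lower in *Fam5* snv/snv with other regions was not run, with 0 regions lower at the adjusted threshold with edgeR. It was not run on the 194 regions that DESeq2 called lower either.

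Alternatives set before the data were examined were DESeq2 1.42.0, its size factors, total counts, counts per cell, cyclic loess, filters on counts, regions called in any library or covered to at least 50% in every library, fragments or barcodes in place of cut sites, thinned barcodes, a replicate block and leaving out each library in turn. Scaling on regions of like covered length, CPM per kb of called peak and counting all peaks merged with the cREs were added after the data were seen. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.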

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

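The paper reports NR2F1 signal at cRE1, cRE2 and cRE3. The regions below lie outside these and are listed as signal the paper does not report on. Every tested region has a called peak in all 4 libraries, so the way regions were chosen ensures cut sites in each, and being listed does not set these regions apart from other tested ones. Each value is the mean over the 4 libraries in TMM-normalized CPM. The regions were chosen by rules set before the data were examined, no test beyond those in the passages was added, and no region passed the adjusted threshold between genotypes with edgeR.

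Around *Gata2*, the upstream promoter region had 63.7 CPM and the region over the downstream TSS 32.6 CPM. Regions 6215 bp, 14201 bp and 20700 bp from the start of *Dnajb8* had 8.53, 42.1 and 8.04 CPM. Values are totals over regions of different width and are not ranked here. The promoter region of *Nr2f6*, which encodes a relative of NR2F1, had 312 CPM. The promoter region of *Nr2f1* itself had 168 CPM, that of *Nr2f2* 101 CPM and that of *Gata3* 79.1 CPM. Promoter regions of the motor neuron regulator *Isl1* (29.4 CPM), *Hoxb1*, which specifies r4 (33.3 CPM), *Shox2* (37.1 CPM) and *Syt4* (7.26 CPM) are listed too. The region shared by *Chat* and *Slc18a3*, genes of acetylcholine synthesis and packing, had 62.9 CPM.

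Other members of the gene lists had the following levels at their promoter regions. Among neuronal genes, *Syt1* had 28.7, *Elavl4* 64.3, *Lhx5* 22.0 and *Neurog2* 46.5 CPM. Among axon guidance genes, *Cntn2* had 57.5 and *Nrp1* 71.1 CPM. Among progenitor and retinoic acid genes, *Sox9* had 29.1, *Sox1* 41.3, *Rarb* 22.9 and *Stra6* 28.8 CPM. *Hoxa3* had 13.2 CPM. In lists of other cell types, *Prrx1* had 11.3, *Sox10* 25.3, *Erg* 36.8, *Sox18* 73.8, *Tal1* 22.1 and *Lyl1* 26.1 CPM. The housekeeping genes *Eef1a1* and *Sdha* had 88.9 and 49.1 CPM.

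The 5 regions of smallest unadjusted p among those higher in *Fam5* snv/snv had 23.2 CPM (nearest gene *Gm11011*), 22.8 CPM (*Zdhhc25*), 17.8 CPM (*Rpl10-ps3*), 21.5 CPM (*Ddx20*) and 16.7 CPM (*Gm6588*). The 5 among those lower had 30.5 CPM (*Gm47283*, on chromosome Y), 35.6 CPM (*Gata3*, at 540179 bp), 94.9 CPM (*Slc7a10*), 40.8 CPM (within *Ctnna3*) and 60.9 CPM (*2510009E07Rik*).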

How the results depend on the processing

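Alternatives named here were set before the data were examined, except those marked as added. The log2 fold change of the cRE1–cRE2 peak, −0.89, stayed below 0 in 16 of 17 alternatives, at −1.22 to −0.47, which is also the range over leaving out each library in turn. It was 0.18 with counts per cell, where cRE3 was at 0.58 and the median of all regions at 0.97, since *Fam5* snv/snv barcodes hold more cut sites. In the alternatives that keep all 4 libraries, the adjusted p of the cRE1–cRE2 peak over all regions ran from 0.0974 (DESeq2) to 0.661 (counts per cell). Its adjusted p over the 2 peaks ran from 0.00440 (regions covered to at least 50%) to 0.613 (counts per cell). This was under 0.05 except with counts per cell and with regions called in any library (0.102). cRE3 kept its direction in the other 16 alternatives and passed in none. With all peaks merged with the cREs counted, an added alternative, cRE3 was at −0.18, the cRE1–cRE2 peak at −0.83 (adjusted p = 0.0480 over the 2 peaks) and the difference in log2 ratio at −0.59. Per kb of called peak, also added and without a test, cRE3 was at −1.19 and the cRE1–cRE2 peak at −1.11. With scaling on regions of like covered length, added after the data were seen, cRE3 was at 0.046, the cRE1–cRE2 peak at −0.43 (adjusted p = 0.120 over the 2 peaks) and the median of all regions at 0.44. With regions called in any library that median was 0.61. Regions higher and lower numbered 0 and 0, but 366 and 194 with DESeq2, 14 and 4 where each library covered at least 50% of the region, and 0 to 4094 and 0 to 2221 over leaving out each library (1484 and 416 without WT replicate 1, 4094 and 2221 without WT replicate 2). The difference in log2 ratio of the cRE1–cRE2 peak to cRE3, −0.49, ran from −0.91 to −0.08 over leaving out each library and was 0.082 per kb of called peak, an added alternative. Both extremes came from leaving out a WT library, replicate 2 (−0.91) and replicate 1 (−0.08). The difference in the share of barcodes, −1.73 points, was 0.78 without thinning, −3.10 when thinned to 874 cut sites, and −2.88 to −0.58 over leaving out each library. Regions with a peak in every library numbered 8901 at 50% coverage and 35841 to 68114 over leaving out each library, the highest without WT replicate 1, which has the fewest peaks. Of the 13 gene lists 0 passed fry in each of 11 alternatives and 0 passed camera with an estimated correlation. The simulated list raised 2-fold passed neither. The motif odds ratios over all regions stayed above 1 in the alternatives run. By mean WT signal, the AGGTCA share was below the upstream share in decile 9 (27.5% against 29.0%) and decile 10 (29.0% against 29.8%). The direct repeat share was below it in decile 9 (8.14% against 8.25%). In deciles 1 to 8 both shares were above those upstream. WT and *Fam5* snv/snv replicates share only a number: the correlation of their replicate differences across regions was 0.0292. With the replicate block the cRE1–cRE2 peak was at −0.86, cRE3 at −0.37, and 0 regions passed. Except for counts per cell, fewer libraries or fewer regions, the cause of these changes was not tested. The ratio of cRE2 to cRE1 was not run, since 1 peak holds both. Leaving out a library leaves 1 in its genotype, which is then assumed to vary like the other genotype.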

Differences from the paper's values

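The 4 cell numbers that the paper states for these libraries match the barcode numbers found here. The paper states that the cRE2 peak is lower in *Fam5* snv/snv r4MNs and that the cRE1 and cRE3 peaks are unchanged. Here 1 called peak holds cRE2 and cRE1, so a lower cRE2 with an unchanged cRE1 could not be tested. That peak had a log2 fold change of −0.89, in the direction the paper states for cRE2, with an adjusted p = 0.573 over all regions from edgeR, which does not call it. With all 4 libraries, edgeR called it at 0.05 only on adjustment over the 2 peaks alone (adjusted p = 0.0478, a number of tests chosen after the data were seen). With the peak entered for both elements, as planned, edgeR gave an adjusted p = 0.0358, lower only because the same test was repeated. DESeq2 gave an adjusted p = 0.0974 over all regions. For cRE3, the log2 fold change of −0.37 (95% interval −0.88 to 0.14) did not pass the test. In WT the cRE1–cRE2 peak, with 163 CPM, lay above cRE3, with 40.9 CPM, but whether cRE1 and cRE2 each lie above cRE3 could not be tested.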

Other observations

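The tests of the cRE1–cRE2 peak below, the comparison with regions of like level and covered length, and the promoter share were chosen after the results were seen. The other tests of explanations were written before. Promoter regions as a class stood lower in *Fam5* snv/snv: the 12176 regions at a TSS had a median log2 fold change of −0.21 and the 23594 elsewhere 0.19, and promoter regions held 53.1% and 52.8% of the tested cut sites in WT and 47.7% and 46.4% in *Fam5* snv/snv. Against this background, 0 of 13 gene lists passed fry, 1 passed its mixed test (endothelium, adjusted p = 0.0148, from 4 promoter regions), and 4 passed camera with a preset correlation. These 4 were endothelium and Hox genes (each adjusted p = 0.000929), axon guidance and migration of facial motor neurons (0.0105) and motor neuron identity (0.0343), and all were lost with an estimated correlation (adjusted p = 0.372 for each). The simulated Hox list, raised 2-fold, did not pass camera with an estimated correlation either (adjusted p = 0.474). That loss therefore does not decide whether these lists changed. Endothelium had a median log2 fold change of 0.39, and *Erg*, a transcription factor of endothelial cells, had 24.2 ± 0.429 CPM in WT and 49.4 ± 1.70 CPM in *Fam5* snv/snv (SD, n = 2 each). Hox genes had a median of 0.36 over 9 promoter regions, with *Hoxa3* at 1.14 (standard error 0.42). Axon guidance had 0.11 over 16, with *Cntn2*, a cell adhesion molecule of axons, at 40.4 ± 2.10 CPM in WT and 74.6 ± 3.56 CPM in *Fam5* snv/snv. Motor neuron identity had 0.04 over 12. On leaving out each library in turn, the Hox median ran from 0.016 (without *Fam5* snv/snv replicate 1) to 0.65 (without *Fam5* snv/snv replicate 2). That of axon guidance ran from −0.046 (without *Fam5* snv/snv replicate 2) to 0.19 (without *Fam5* snv/snv replicate 1). Those of endothelium and motor neuron identity stayed above 0. The mixed call of endothelium was lost with the replicate block (adjusted p = 0.245) and on leaving out each library in turn. Leaving out a library leaves 1 in its genotype, so these latter losses do not decide whether the list changed. Other lists passed the mixed test under some alternatives: the study's markers with the replicate block (adjusted p = 0.00346), nuclear receptors with total counts (0.0249) and fragments (0.0340), the retinoic acid pathway with fragments (0.0340) and barcodes (0.0168), and axon guidance with a TSS window of 5000 bp (0.0251). *Erg* and *Cntn2* were the 2 regions that passed when adjusted over the list alone, and 0 passed over all regions with edgeR.

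In the other 9 lists 0 regions passed when adjusted over the list alone. Their median log2 fold changes and fry adjusted p were −0.33 and 0.495 for nuclear receptors, −0.30 and 0.538 for housekeeping genes, −0.20 and 0.575 for neural progenitors, −0.14 and 0.915 for blood and microglia, −0.09 and 0.915 for other hindbrain neurons, −0.07 and 0.699 for pan-neuronal genes, −0.07 and 0.598 for the study's markers of IEE and FBMN, −0.07 and 0.915 for neural crest and mesenchyme, and 0.08 and 0.495 for the retinoic acid pathway. The mean of the study's markers was 0.09, against their median below 0. Without WT replicate 1 and without WT replicate 2, the median was −0.34 and 0.53 for other hindbrain neurons. It was −0.60 and 0.57 for neural crest and mesenchyme. The medians of blood and microglia, the retinoic acid pathway and the study's markers also differed in sign between these settings. Those of neural progenitors, pan-neuronal genes, nuclear receptors and housekeeping genes stayed below 0. For 6 of the 8 lists here with a median below 0, camera, which compares a list with other promoter regions, gave the direction up. The nuclear receptor genes *Nr2f6* (−0.66, standard error 0.24) and *Rarb* (1.12, standard error 0.33) stood apart in sign. At promoters of genes the paper names, the log2 fold change was −0.24 for *Gata3*, 0.23 for *Isl1*, 0.46 for *Hoxb1*, −0.12 for *Nr2f1*, −0.14 for *Nr2f2*, 1.04 for *Syt4* and 0.10 for *Shox2*, and none of these 7 passed (adjusted p at least 0.605, edgeR), nor did *Gata2*, whose upstream promoter region had −0.55 and an adjusted p = 0.573. Of the regions with the smallest unadjusted p, that near *Rpl10-ps3* had 2.83 (standard error 0.37) and that 540179 bp from the start of *Gata3* had −1.19 (standard error 0.22), and both failed the correction (adjusted p = 0.573 each, edgeR).

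Across the 35770 regions, the log2 fold change between genotypes was higher where the covered length in *Fam5* snv/snv relative to WT was larger (Spearman 0.797 across regions, which are not independent replicates). A candidate explanation is that cut sites were counted only within each library's own peaks. The 2 WT libraries, which share a genotype, followed their own covered-length ratio too (Spearman 0.837). This does not decide it, since peaks are called from the same cut sites, and the 6 pairs of libraries ranged from 0.674 to 0.848. The explanation cannot be told apart from real differences in signal, and a difference between genotypes in how wide the NR2F1 signal spreads stays open as a biological explanation and was not tested.

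The 2 WT libraries resembled each other least of the 6 pairs (Pearson correlation of log2(CPM + 1) across regions 0.804, against 0.830 to 0.934 for the other 5). Unequal counts within the called peaks as the whole cause are argued against by thinning to equal totals, after which the WT pair was still lowest at 0.805. The peaks themselves were called before thinning, so an effect of depth on the peak calls stays open. Over the 8901 regions that each library covered to at least 50%, the WT pair reached 0.941 and was no longer lowest, the lowest then being WT replicate 2 with *Fam5* snv/snv replicate 2 at 0.929. Covered length stays open all the same, since this choice of regions raised the correlation of all 6 pairs and peaks are called from the same cut sites. No biological explanation was tested for replicates of one genotype.

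For the lower signal in the cRE1–cRE2 peak, 4 explanations were weighed, and none is excluded. Depth per barcode stays open: with every barcode thinned to one depth the log2 fold change was −0.80 (standard error 0.28, adjusted p = 0.0276 over the 2 peaks from edgeR). Thinning moved the fold changes of all regions by a median of 0.204, but thinning at random to the same totals, with no regard to barcodes, moved them by 0.183 to 0.187, so most of that movement is sampling noise, and the peaks themselves were called before thinning. Covered length stays open: of 1000 regions of like level and covered-length ratio, whose median log2 fold change was −0.37 against −0.89 for the peak, 0.4% had a lower fold change, but 6.1% without WT replicate 1, where their median was −0.15. The high count of that library alone stays open as well, since without it the log2 fold change was −0.47, against −0.89 with all libraries. The Fam5 SNV stays open too, with an adjusted p = 0.0478 over the 2 peaks from edgeR. The log2 fold change was −1.22 without WT replicate 2, −1.15 without *Fam5* snv/snv replicate 1 and −0.67 without *Fam5* snv/snv replicate 2. These cannot be told apart here, with 2 libraries per genotype and a peak that holds both cRE2 and cRE1.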
